# Transcriptome and metabolome analysis of plant sulfate starvation and resupply provides novel information on transcriptional regulation of metabolism associated with sulfur, nitrogen and phosphorus nutritional responses in Arabidopsis

**DOI:** 10.3389/fpls.2014.00805

**Published:** 2015-01-28

**Authors:** Monika Bielecka, Mutsumi Watanabe, Rosa Morcuende, Wolf-Rüdiger Scheible, Malcolm J. Hawkesford, Holger Hesse, Rainer Hoefgen

**Keywords:** sulfur, sulfate starvation, nitrate, phosphate, transcription factor, microarray, metabolomics, transcriptomics

## Abstract

Sulfur is an essential macronutrient for plant growth and development. Reaching a thorough understanding of the molecular basis for changes in plant metabolism depending on the sulfur-nutritional status at the systems level will advance our basic knowledge and help target future crop improvement. Although the transcriptional responses induced by sulfate starvation have been studied in the past, knowledge of the regulation of sulfur metabolism is still fragmentary. This work focuses on the discovery of candidates for regulatory genes such as transcription factors (TFs) using ‘omics technologies. For this purpose a short term sulfate-starvation/re-supply approach was used. ATH1 microarray studies and metabolite determinations yielded 21 TFs which responded more than 2-fold at the transcriptional level to sulfate starvation. Categorization by response behaviors under sulfate-starvation/re-supply and other nutrient starvations such as nitrate and phosphate allowed determination of whether the TF genes are specific for or common between distinct mineral nutrient depletions. Extending this co-behavior analysis to the whole transcriptome data set enabled prediction of putative downstream genes. Additionally, combinations of transcriptome and metabolome data allowed identification of relationships between TFs and downstream responses, namely, expression changes in biosynthetic genes and subsequent metabolic responses. Effect chains on glucosinolate and polyamine biosynthesis are discussed in detail. The knowledge gained from this study provides a blueprint for an integrated analysis of transcriptomics and metabolomics and application for the identification of uncharacterized genes.

## Introduction

Plants have a constitutive demand for sulfur to synthesize sulfur amino acids, numerous essential metabolites and secondary metabolites for growth and development. Sulfur deficiency in crops has become an increasing problem in many countries, notably in Western Europe because it causes growth retardation, earlier flowering and chlorosis, which result in depression of yield, nutritional quality and taste of crops (Schnug, 1991; Zhao et al., 1993; McGrath et al., 1996; Marincs et al., 2006). Studies of sulfur acquisition and metabolism in plants have become a major concern for research and crop improvement.

During the past decades, remarkable progress has been made in the basic understanding of regulatory mechanisms, genes and proteins involved in sulfur assimilation. Studies with different model organisms, such as *Escherichia coli* (Phillips et al., 1989; Augustus et al., 2006; Lamonte and Hughes, 2006; Marincs et al., 2006), *Saccharomyces cerevisiae* (Cherest et al., 1969, 1985; Thomas et al., 1990, 1992a, b; Kuras et al., 1996, 1997; Thomas and Surdinkerjan, 1997), *Neurospora crassa* (Fu et al., 1989; Paietta, 1990, 1992, 1995; Marzluf, 1997; Sizemore and Paietta, 2002), *Aspergillus nidulans* (Mountain et al., 1993; Paszewski, 1999; Piotrowska et al., 2000; Natorff et al., 2003) and *Chlamydomonas reinhardtii* (Dehostos et al., 1988; Davies et al., 1994, 1996; Yildiz et al., 1994, 1996; Ravina et al., 1999, 2002; Pollock et al., 2005), contributed to our understanding of regulatory processes for sulfur assimilation. Nevertheless, the transcriptional regulation of sulfate assimilation in plants remains incomplete, mostly because orthologous genes of the corresponding regulatory factors have not been found. Thus, the complex signaling pathways of plants which regulate sulfur metabolism are not yet fully understood though some progress has been achieved recently.

System-wide descriptions using ‘omic studies such as transcriptomics, proteomics, and metabolomics provide tools for the identification of potential target genes and metabolic processes underlying the physiological response of a plant to varied nutrient availability (Hirai and Saito, 2004). Reports published to date describing the transcript profiles of sulfate starved Arabidopsis plants have been limited to DNA macro- or microarrays that represented around 8000 (Maruyama-Nakashita et al., 2003; Nikiforova et al., 2003) or 9000 genes (Hirai et al., 2003) due to the early stage of development of these technologies. Detailed comparison of data from array experiments and metabolic profiles were performed (Hirai and Saito, 2004; Nikiforova et al., 2004, 2005a). By combining these results, response networks during sulfate starvation were proposed in addition to the expected direct effects on sulfate uptake and assimilation pathways. However, no transcription factor (TF) was identified that was common in more than two studies (Hirai and Saito, 2004). This is assumed to be due to the fact that (i) each array used in these studies contained only approximately one-third of all Arabidopsis genes and that (ii) the sensitivity of the arrays was not high enough as the expression levels of TFs are expected to be low, and (iii) the experimental setups were quite diverse, probably affecting the final physiological responses depending on the severity of sulfate shortage, the plant growth stage, and the period of sulfate starvation. As a result, the most downstream genes in the signal transduction pathway were different from experiment to experiment. It should also be taken into consideration that commonly the transcript abundance for specific regulators does not change under conditions in which the regulator functions to alter downstream gene expression, making it impossible to identify these factors in a differential screening (Davies et al., 1999). Indeed, glucose-deprived yeast cells and sulfur-deprived Chlamydomonas do not exhibit altered transcript levels of the regulators SNF1 (Celenza and Carlson, 1984) and Sac3 (Davies et al., 1999), respectively. Also SLIM1, a TF in Arabidopsis, which controls both the activation of sulfate acquisition and degradation of glucosinolates under sulfate starved conditions, was reported to be not regulated itself by these conditions at the transcript level (Maruyama-Nakashita et al., 2006). SLIM1 was identified in a genetic approach, in which a series of Arabidopsis mutants with a sulfur limitation-responsive promoter-GFP reporter system were screened for attenuated sulfur limitation phenotypes.

In addition to SLIM1, R2R3-MYB TFs were identified as involved in the regulation of sulfur metabolism. MYB28, MYB76, and MYB29 are specifically involved in the control of synthesis of aliphatic methionine derived glucosinolates (Hirai et al., 2007; Sonderby et al., 2007; Gigolashvili et al., 2007a, 2008) while MYB51, MYB122, and MYB34 regulate synthesis of indolic tryptophan derived glucosinolates (Celenza et al., 2005; Gigolashvili et al., 2007b; Malitsky et al., 2008). It has been reported that these MYBs activate the sulfate reduction pathway, which is required for glucosinolate production (Yatusevich et al., 2010).

The incomplete differential transcriptomics due to previous technical limitations demands improved investigations using complete gene chips to provide more consistent information and interpretation than currently available. In order to identify genes with altered expression levels under sulfate limiting conditions, in addition to simple sulfate starvation, we applied two time points of re-supply in order to identify relaxation of the gene transcript responses, to differentiate between specific and unspecific or pleiotropic effects. The main focus of these experiments was placed on describing the system at the transcriptome and metabolome levels and with special emphasis on transcription factors, a major gap in our understanding of sulfur metabolism.

## Results

### Experimental setup and physiological features of arabidopsis seedlings grown in liquid cultures

Arabidopsis seedlings were grown in 30 mL of sterile liquid full nutrition (FN) medium (3 mM sulfate) or 150 μ M sulfate medium. The FN medium provided sufficient sulfate to the seedlings throughout the growing phase and was used as a control. The 150 μ M sulfate medium allowed seedlings to germinate and grow. After 7 days of cultivation, the sulfate in that medium was consumed by the plants and decreased to undetectable amounts. This forced plants to mobilize sulfate resources stored in their vacuoles. Transferring pre-grown 7-days old seedlings to a sulfate depleted medium (0 μ M sulfate) assured immediate and continued sulfate starvation during the next 2 days of plant cultivation. Nevertheless, the sulfate deprived seedlings did not exhibit typical phenology of sulfur limited plants, which are known to be: reduced chlorophyll which might be concomitant with senescence processes (Watanabe et al., 2010, 2013), accumulation of anthocyanins in the leaves, and effects on roots, especially lateral root growth (Nikiforova et al., 2003; Hubberten et al., 2012a). On day 9, all seedlings in both FN medium and sulfate depleted medium had developed cotyledons and first leaves which remained green. On day 9 subsets of the sulfate depleted cultures were supplied with sulfate (500 μ M) and samples taken 30 min and 3 h after re-supply. Two technical repetitions of each sample were grown and harvested to minimize the influence of flask handling. Eventually, four different samples corresponding to four time points [full nutrition (FN), plants starved for 48 h (-S), plants re-supplied with sulfate for 30 min (30' S) and plants re-supplied with sulfate for 3 h (3 h S)] were subjected to further analysis.

### Alteration in sulfur related metabolites and primary metabolites under sulfate-starved and re-supplied conditions

The tissue content of sulfate was determined as an indicator for the status of sulfate starvation of the plant. As expected, strong decreases of sulfate content after 2 days of sulfate starvation were observed (Figure 1). Starved seedlings contained only 4–6% of the sulfate level measured in control plants grown on FN medium. Despite re-supply of sulfate, only a slight 1.5-fold increase of sulfate was detected 3 h after re-supply in experiment 1, compared to continually starved plants. The content of organic sulfur compounds such as cysteine (Cys) and glutathione (GSH) were reduced upon sulfate starvation (Figure 1). In contrast to the slight changes of inorganic sulfate upon resupply, the levels of Cys and GSH were significantly increased after re-supply of sulfate (Figure 1). Interestingly, the GSH precursor gamma-glutamylcysteine (GEC) abundance peaks even before the accumulation of GSH, showing a delay in the conversion of GEC to GSH in experiment 2.

**Figure 1:**
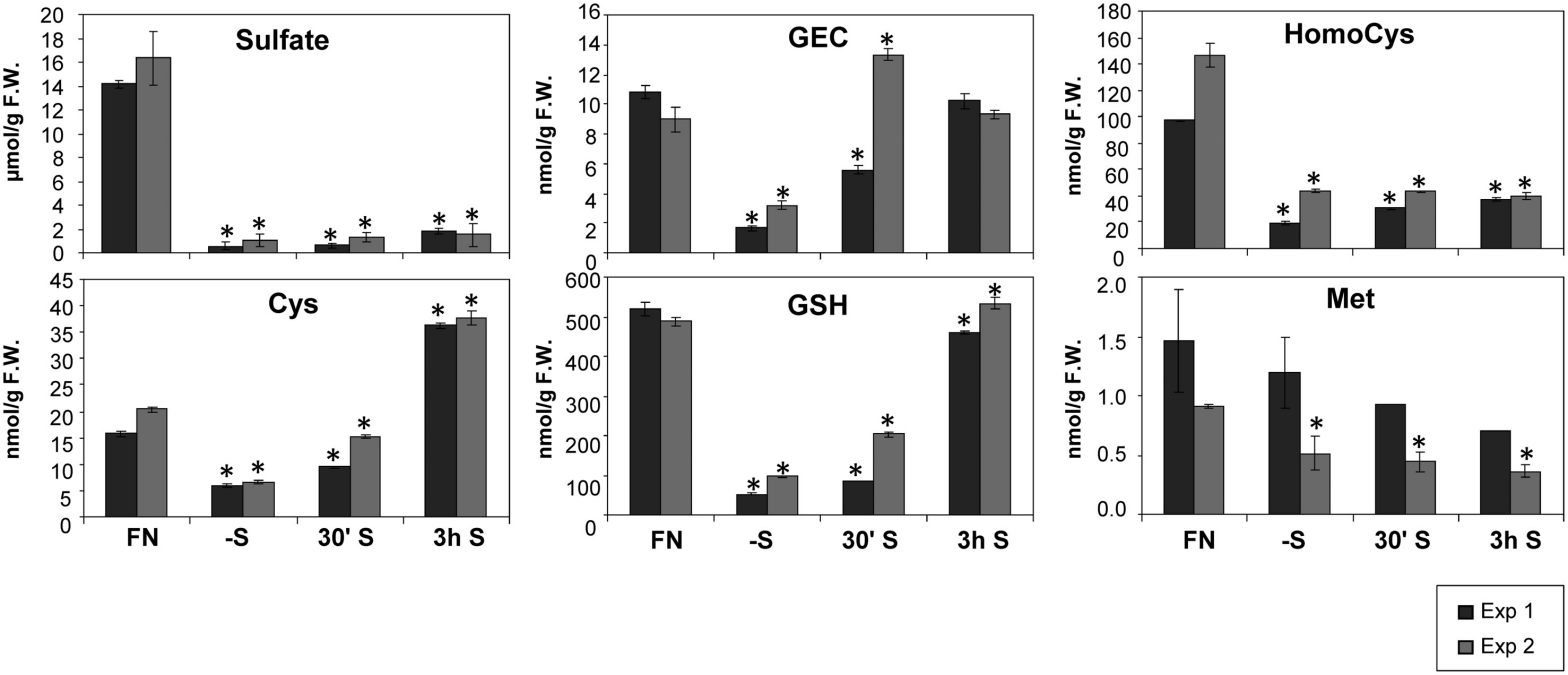
**Levels of sulfur related metabolites in Arabidopsis seedlings grown in liquid cultures under different sulfate regimes**. Values ± SD characterize the average of three independent measurements. Asterisks indicate values that are significantly different (*P* < 0.05) in comparison to the respective FN controls. (FN, full nutrition; S, re-supplied sulfate).

Despite the fact that Cys serves as a precursor of methionine through a transsulfuration reaction (Hesse and Hoefgen, 2003; Hesse et al., 2004a), methionine levels were not drastically affected by the limited input of sulfate in experiment 1, and by re-supply in both experiments 1 and 2. This is in accordance with previous data (Nikiforova et al., 2005b). Homocysteine as a direct precursor of methionine is a product of *de novo* synthesis from Cys in the plastids, and from *S*-adenosylmethionine (SAM) recycling as part of the SAM methylation cycle in the cytosol. SAM was found to be reduced strongly under sulfate starvation, while the cellular methionine levels remained constantly low in Arabidopsis (Nikiforova et al., 2005b). Homocysteine was significantly decreased under sulfate starvation indicating an effective conversion to methionine, which in turn feeds into SAM biosynthesis (Figure 1). The strong accumulation of the polyamine precursor putrescine (Table 1) indicates an insufficient availability of SAM under sulfate starvation conditions (Hanfrey et al., 2001). Moreover, sulfate starvation resulted in global changes in primary metabolites including perturbation of amino acid metabolism (Table 1), consistent with several reports published previously (Hirai et al., 2004; Nikiforova et al., 2005b). In contrast to the significant changes induced by sulfate starvation, re-supply of sulfate did not affect many of the changes in primary metabolites strongly after 30 min and 3 h (Table 1). In summary, metabolome data indicate that genes induced by sulfate starvation need more than 3 h to achieve a normal, un induced state; this needs to be taken into consideration when analyzing the data presented here, as the system did not yet reach homeostasis.

**Table 1:**
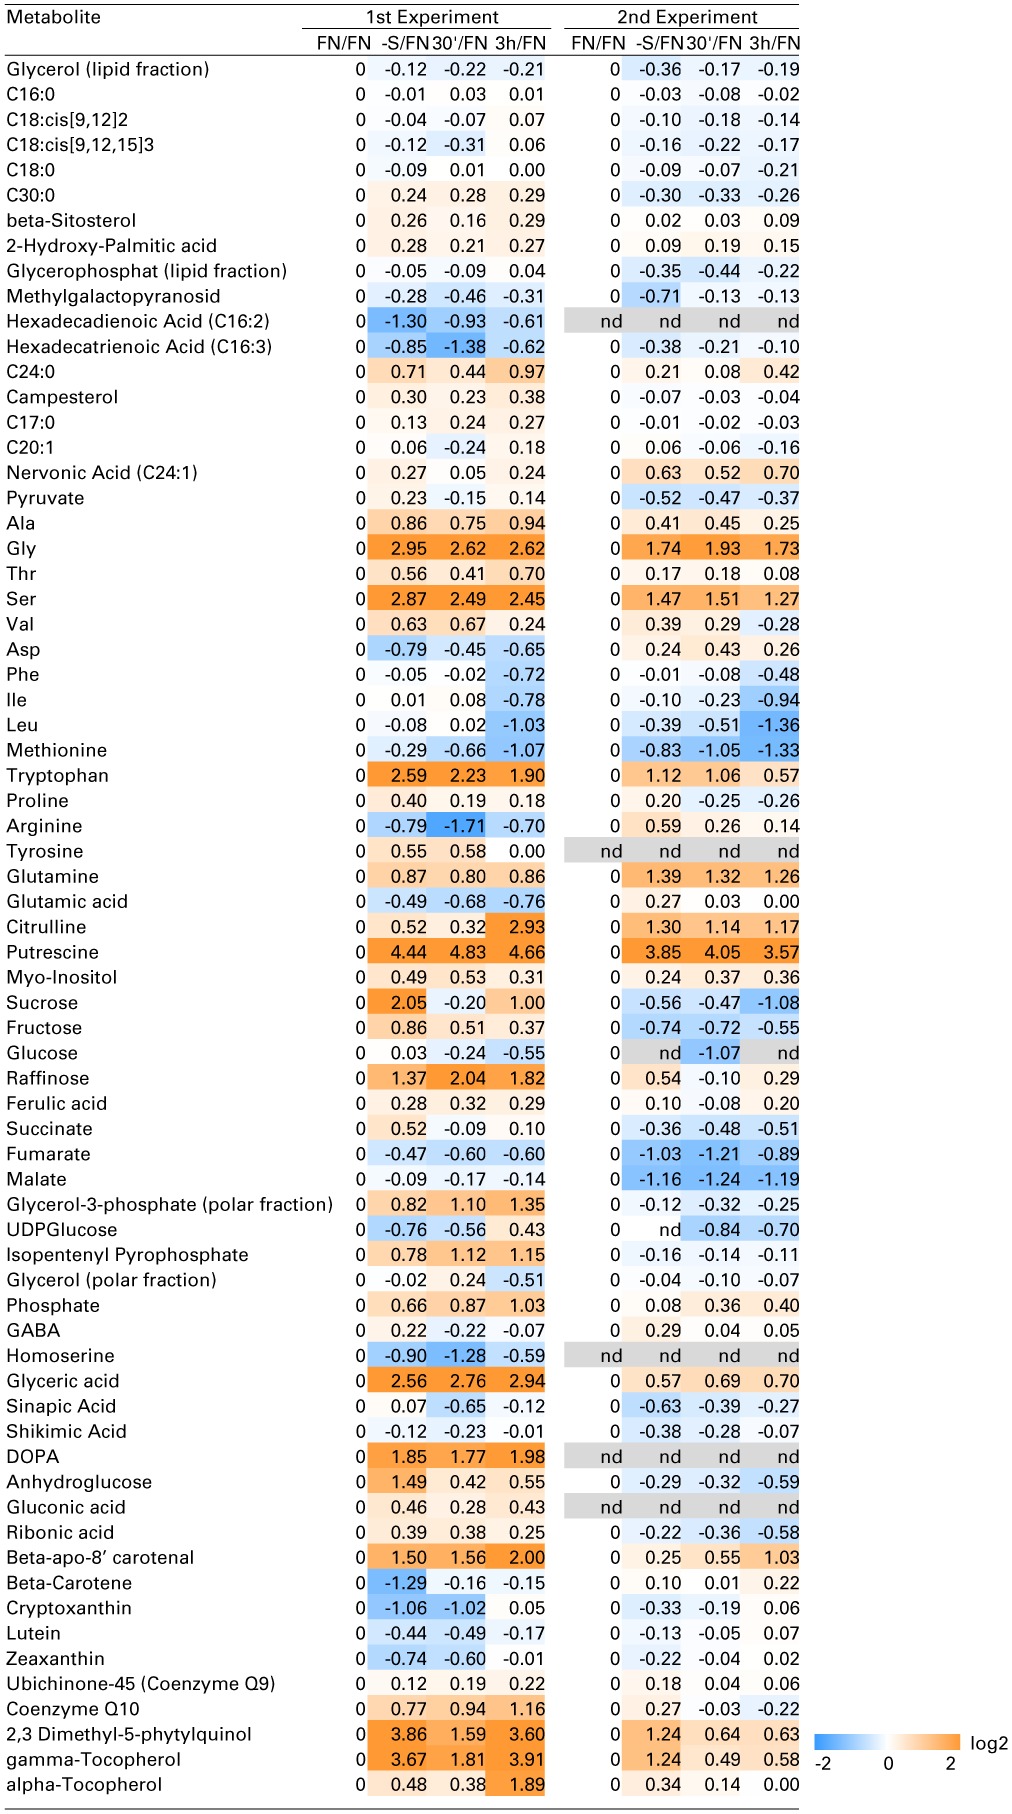
**Metabolic profile of sulfate deficiency in liquid culture experiments**.

*In most cases values represent the averages out of three independent measurements. FN, full nutrition; S, sulfate in medium; nd, not determined. Values and colors are in log2 scale*.

### Alteration in gene expression levels under sulfate-starved and re-supplied conditions

In order to complement the previous transcriptomic studies on sulfur starvation (Hirai et al., 2003; Maruyama-Nakashita et al., 2003; Nikiforova et al., 2003), a wider screen to identify candidate genes regulated by changes in sulfate availability was performed using Affymetrix ATH1 arrays for expression profiling (Supplemental Table SI). 

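The series holds 8 ATH1 arrays, 1 for each condition in each experiment: FN seedlings, seedlings left without sulfate for 48 h (-S), and starved seedlings 30 min (30' S) or 3 h (3 h S) after sulfate was given back. The paper calls the experiments biological replicates, so each condition has n = 2, and their number limits the precision of every value. The authors' signals are MAS version 5.0 intensities on a linear scale, with a 2% trimmed mean of 99.4 on each array. The signal at the absent share that Supplemental Table SII gives for an array, 25.0 to 36.1%, was taken as its floor (10.9 to 20.3), and a fold against signals below it is given as a bound. The authors formed the ratios within each experiment and kept the genes past a fold limit in both, and the methods name a test for differences between means of data sets (the methods' test). Here the same ratios were formed from the deposited signals, and limma was fitted to log2(signal + 16) of all 8 arrays with the experiment as a block. The fit covered the 17138 of 22746 probe sets at or above the floor on at least 2 arrays, with p adjusted over these by the Benjamini-Hochberg method and a limit of 0.05. The fold changes of limma are log2 values, smaller than the raw ratios where signals are low because of the added 16. The offset, the floor, the block and the pooling of the spread over 4 conditions are choices that changed the numbers, as did the test used and leaving out single arrays. By Supplemental Table SVI the -S medium also holds less nitrogen salt than the FN medium (0.1 against 2 mM KNO3 and 0.05 against 1 mM NH4NO3), a difference the paper's text does not describe; if these entries hold, values over FN carry lower nitrate and ammonium along with lower sulfate, and the design does not separate them, whereas -S, 30' S and 3 h S share the -S medium.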

Transcript levels of 22746 genes were determined, resulting in eight datasets coming from two biological replicates (four time points each). Depending on the experiment and conditions, 25–36% of the genes were called “absent” by the Affymetrix microarray suite software (MAS version 5.0) (Supplemental Table SII). The changes between transcript levels under FN and sulfate starved conditions were analyzed by calculating the ratio of gene expression levels (-S/FN). 

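Many of the named genes for sulfate uptake, sulfate reduction and the release of stored sulfur had more transcript in starved than in FN seedlings (n = 2 per condition). All 9 named starvation and O-acetylserine (OAS) markers rose, with a median log2 fold change of 6.16. Among them, *BGLU28*, a beta-glucosidase that can free sulfur from glucosinolates, rose by 7.01 ± 0.27 (SE; limma, adjusted p = 0.00016; at least 189-fold, with both FN signals below the floor), and *SDI1*, a repressor of glucosinolate synthesis, by 6.99 ± 0.35 (adjusted p = 0.00026; FN of experiment 1 below the floor). Of 7 sulfate transporters tested 6 rose (median 2.26), and *SULTR3;4* had 0.63 ± 0.35 (adjusted p = 0.33; called without the FN array of experiment 2). Of 7 genes of sulfate assimilation and cysteine synthesis 5 rose, *APS4*, an ATP sulfurylase, fell by 2.70 ± 0.13 (adjusted p = 0.00026), and the sulfite reductase *SIR* had 0.30 ± 0.14 (adjusted p = 0.28). The 3 of them named by the annotation, *APS3*, *APS4* and *SIR*, gave a list adjusted p = 0.906. Of 15 genes for suberin, the waxy barrier of root cell walls, 8 rose (median 1.59), for example *ABCG6*, a suberin transporter, by 2.81 ± 0.31 (adjusted p = 0.0083; FN of experiment 1 below the floor; not called without the -S array of experiment 1). Adjusted over the list alone, 9, 6 and 15 members of the marker, transporter and suberin lists rose, and 5 rose and 1 fell of the assimilation list. Most members of these 4 lists are named through Supplemental Table SIII, which lists changed genes, or through the lines held here of Supplemental Table SI, those with the largest ratios of experiment 1, so the counts are not independent evidence of direction.

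**Figure D1:**
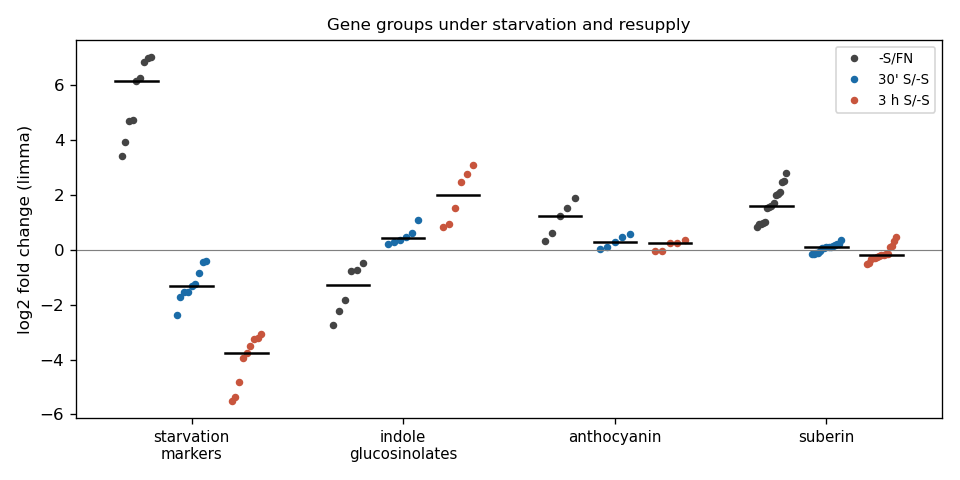
Member log2 fold changes from limma for 4 gene groups (starvation markers, indole glucosinolates, anthocyanin, suberin), with -S over FN in black, 30' S over -S in blue and 3 h S over -S in red. Each point is a probe set (n = 2 arrays per condition) and each black bar the median of its group, for example 6.16 in -S over FN and -3.76 in 3 h S over -S for the starvation markers.

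Over all probe sets tested, limma called 150 higher and 93 lower in -S than in FN. The methods' test adjusted in the same way called 0 probe sets, and at an unadjusted p under 0.05 it called 311 higher and 220 lower, against 3623 either way at an unadjusted p under 0.05 in limma. With no change, a share of 0.05 of the 17138 probe sets tested would nominally reach that p. The methods' test stayed below that number and limma above it. With no replicate block limma called 84 and 35. The counts turn on single arrays, being 34 and 13 without the -S array of experiment 1, 65 and 18 without that of experiment 2, 85 and 43 without either 30' S array, 80 and 36 without either 3 h S array, 196 and 163 without the FN array of experiment 1 and 2734 and 2126 without that of experiment 2. Of the 184 named probe sets 95 were called, of which 41 kept the call whichever array was left out, 72 without the block, 72 without the offset and 35 in a fit on these 2 conditions alone. *BGLU28*, *SDI1*, *APS4* and *SULTR1;2* are among those that kept the call whichever array was left out. The named set includes genes that the study chose on these samples and the largest changes among called probe sets. The share called in it therefore does not hold for all probe sets tested. Here and below, a call gained by leaving out the FN array of experiment 2 adds little support, since that fit leaves 1 FN array and calls many more of all probe sets.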

To identify up-regulated genes, the genes with “present” and “marginal” calls under -S conditions were used in the comparison -S/FN. Relative expression levels of 55 genes (>5-fold) or 224 genes (>2-fold) were up-regulated and denoted as sulfate starvation responsive genes in both experimental replicates (Figures 2A,C). 

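The largest rises in -S are in genes of several functions. *GGCT2;1*, which breaks down glutathione, rose by 6.16 ± 0.15 log2 units (limma, adjusted p = 2e-05, n = 2 per condition; FN of experiment 2 below the floor), and *LSU1*, a small protein named for its response to low sulfur, by 6.24 ± 0.29 (adjusted p = 0.00022; FN of experiment 1 below the floor). *BCA3*, a carbonic anhydrase, had signals of 29.5 and 30.1 in FN and 2670.0 and 1879.3 in -S in experiments 1 and 2. *ICS2*, an isochorismate synthase, was at least 26.4-fold higher (both FN signals below the floor). *SHM7*, a serine hydroxymethyltransferase, rose by 4.69 ± 0.47 (adjusted p = 0.0053; FN of experiment 1 below the floor), a call lost without either -S array. In both experiments 225 probe sets stood above 2-fold and 54 above 5-fold with a -S signal at or above the floor, of which limma called 135 and 50. With no floor 607 and 108 pass, and the fold rule in experiment 1 or experiment 2 alone passes 1502 or 343 above 2-fold and 298 or 60 above 5-fold.

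**Figure D2:**
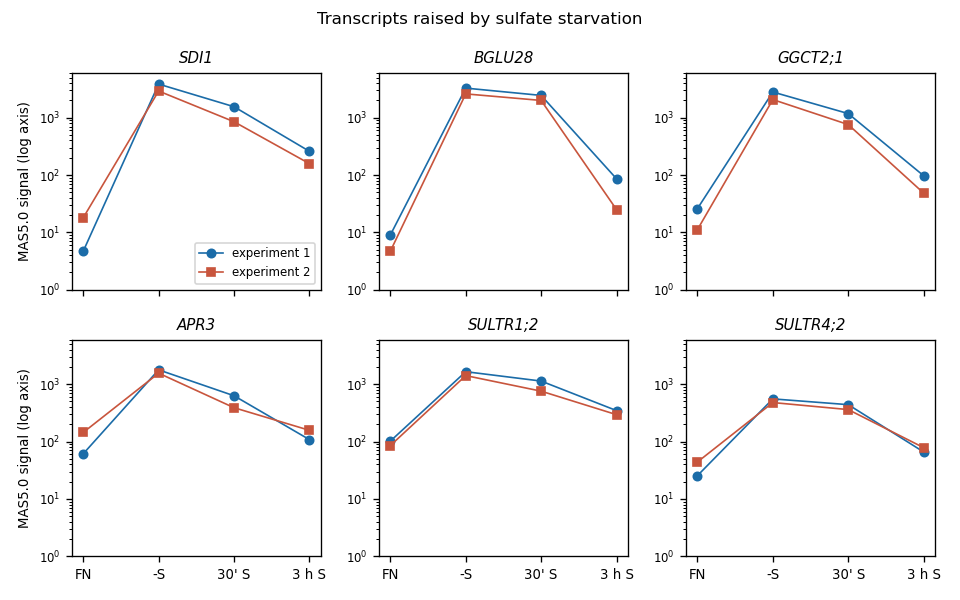
MAS5.0 signal, on a log axis, of *SDI1*, *BGLU28*, *GGCT2;1*, *APR3*, *SULTR1;2* and *SULTR4;2* in FN, -S, 30' S and 3 h S. Circles are experiment 1 and squares experiment 2, with 1 array per point, and lines join the arrays of an experiment. Each of the 6 stands highest in -S in both experiments, for example *GGCT2;1* with 2799.1 and 2064.5 in -S against 97.2 and 48.4 in 3 h S.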

To identify down-regulated genes, the genes with “present” and “marginal” calls under FN condition were used in the comparison -S/FN. 

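*BCAT4*, the aminotransferase that starts side-chain elongation for glucosinolates, fell by 4.76 ± 0.20 log2 units (limma, adjusted p = 0.00016, n = 2 per condition; -S of experiment 1 below the floor), from signals of 1002.8 and 995.5 in FN to 18.5 and 24.5 in -S in experiments 1 and 2. *IMA1*, a small peptide that promotes iron uptake, fell by 2.27 ± 0.14 (adjusted p = 0.00065). *HMT3*, a homocysteine methyltransferase, was at least 5.57-fold lower (log2 -2.11 ± 0.26, adjusted p = 0.011; both -S signals below the floor), a call lost without the -S array of experiment 2 and without the replicate block. With an FN signal at or above the floor, 136 probe sets stood below 0.5-fold and 20 below 0.2-fold in both experiments, and limma called 82 and 19 of them. With no floor 249 and 33 pass, with signals below the floor raised to it 12 pass the stronger limit, and the fold rule in experiment 1 or experiment 2 alone passes 1252 or 376 and 212 or 77.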

The relative expression levels of 19 genes (<0.2-fold) or 73 genes (<0.5-fold) were down-regulated and grouped as sulfate starvation responsive genes in both experimental replicates (Figures 2B,D). 

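After 30 min of sulfate almost no gene raised in -S had fallen past the test, and after 3 h many had. *BGLU28* fell by 5.50 ± 0.27 log2 units between -S and 3 h S (limma, adjusted p = 0.00095, n = 2 per condition), *BGLU30*, a related glucosidase, by 5.37 (adjusted p = 0.0011) and *GGCT2;1* had a value of -4.82 ± 0.15 (adjusted p = 0.00011), and these calls held whichever array was left out. At 30 min *BGLU28* had -0.40 ± 0.27 (adjusted p = 0.999), while *SDI2*, a relative of *SDI1*, had -2.36 ± 0.21 (adjusted p = 0.056; called without either FN array, in a fit on -S and 30' S alone and after quantile normalization or median centring). *PRP10*, a proline-rich protein, rose by 3.33 in -S (adjusted p = 0.0033; not called without the -S array of experiment 1) and had 0.01 in 3 h S over -S. All 9 OAS markers fell at 3 h (median -3.76), and at 30 min 0 were called by limma and 6 when adjusted over the list alone (median -1.33). That list was in part chosen by the study on these samples, so its counts are not independent evidence.
Of the 54 probe sets past 5-fold, the raw ratio turned back at 30 min for 44 in experiment 1 and 36 in experiment 2, and at 3 h for 51 and 45. These probe sets were chosen on the -S arrays that also enter the ratios, so some turning back would come with no effect of sulfate. Limma called 0 of them lower at 30 min and 31 lower at 3 h. Over all probe sets it called 0 higher and 1 lower in 30' S than in -S (509 at an unadjusted p under 0.05), where the methods' test adjusted in the same way called 0 and unadjusted 110 higher and 142 lower. The unadjusted counts of both tests are below the share of 0.05 of all probe sets tested that no change would nominally give. The single call, *APR2*, an APS reductase, fell by 2.19 ± 0.14 (adjusted p = 0.021) and is lost without any one -S, 30' S or 3 h S array, without the offset and without the block. In comparisons without FN, leaving out an FN array or fitting the compared conditions alone changes the estimated spread and none of the signals compared. Such fits call more of all probe sets (733 higher and 334 lower in a fit on -S and 3 h S alone). A call gained only there adds little support. Between -S and 3 h S limma called 126 higher and 56 lower, with 44 and 33 when the replicate block is left out. These become 800 and 395 without either FN array, 38 and 37 without either 30' S array, 5 and 7 or 6 and 7 without the -S array of experiment 1 or 2, and 6 and 7 or 3 and 3 without the 3 h S array of experiment 1 or 2.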

Genes up-regulated more than 5 times (55 genes) were further classified into 6 clusters (class I–V, and others) according to responsiveness to sulfate resupply as indicated by fold changes in transcript accumulations, 30' (30 min) S/-S, 3 h S/-S and 3 h S/30' S (Figure 3) (Supplemental Table SIII). 

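*BCAT4* stayed low for 30 min, with signals of 20.3 and 26.4 in experiments 1 and 2, and stood at 269.7 and 469.5 after 3 h (log2 3 h S over -S 3.32 ± 0.20; limma, adjusted p = 0.0014, n = 2 per condition). At that time it was still below FN (log2 -1.45, adjusted p = 0.039; not called without any one -S, 30' S or 3 h S array, or without the block). *IMA1* and *APS4* were not called higher, with log2 values of -0.21 (adjusted p = 0.57) and -0.21 (adjusted p = 0.56) in 3 h S over -S. *HMT3* had 0.40 (adjusted p = 0.56). Of the 20 probe sets below 0.2-fold, limma called 10 higher again at 3 h and 0 at 30 min. By the raw ratio 10 in experiment 1 and 17 in experiment 2 turned back at 30 min, and 14 and 17 at 3 h. Here too the -S arrays both chose the probe sets and enter the ratios, so some turning back would come with no effect of sulfate.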

Genes down-regulated more than 5 times (19 genes) were similarly classified into 7 clusters (class I–VI, and others) (Figure 4) (Supplemental Table SIII). 

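The signals of single genes show the stepwise return. *LSU2*, a relative of *LSU1*, had signals of 2578.9, 852.7 and 340.1 in -S, 30' S and 3 h S of experiment 1 and 1962.3, 673.3 and 191.8 in experiment 2 (log2 3 h S over -S -3.06; limma, adjusted p = 0.006, n = 2; not called without either -S or either 3 h S array). *PYD4*, an aminotransferase, fell by 3.78 over the same 3 h (adjusted p = 0.0041; the same arrays end the call), and *NIT3*, a nitrilase, by 1.69 (adjusted p = 0.01; the same arrays again). Of the probe sets more than 5-fold up in both experiments, 30 fell in each step in both experiments, and limma called 27 of these lower in 3 h S than in -S and 14 lower in 3 h S than in 30' S. Of those below 0.2-fold, 5 rose in each step (*BCAT4*, *CYP83A1*, *IPMI1*, *CYP79B2* and *CYP79B3*), and limma called all 5 in both comparisons. The steps are of raw signals, and in the first, 30' S over -S, limma called 0 of either list. In the lowered list the first-step ratios ran from near 1 (1.1 and 1.08 for *BCAT4* in experiments 1 and 2) to 1.59 and 1.72 for *CYP79B2*. Because the same -S arrays choose the genes and enter the resupply ratios, resupply arrays were also simulated with no effect of sulfate, 100 times. The noise was drawn independently for each probe set, so deviations shared by many genes on 1 array are not covered. The highest simulated count was 8 for the rising list, out of a median of 85 probe sets, and 6 for the falling list, and the highest simulated share 9.1% and 20.0%, against 55.6% and 25.0% observed. From a return with sulfate that depends on time in both experiments, the paper proposes that these genes respond directly to the sulfur status of the tissue.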

The genes in class I were up- or down-regulated under -S and then inversely down- or up-regulated with re-supply of sulfate in a time-dependent manner in both experiments, suggesting them to be genuine sulfate responsive genes, directly responding to the sulfur status of the plant tissue. 

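*SULTR1;2*, the main sulfate importer of roots, rose by 3.82 ± 0.15 log2 units in -S (limma, adjusted p = 0.00016, n = 2 per condition; ratios of 16.2 and 16.6 in experiments 1 and 2), and *SULTR4;2*, which releases sulfate from the vacuole, by 3.41 ± 0.22 (adjusted p = 0.00073). *APR3*, which reduces activated sulfate, rose by 3.92 ± 0.37 (adjusted p = 0.0042), a call that does not hold without the -S array of experiment 1. All 3 genes fell between -S and 3 h S, with log2 values of -2.20 ± 0.15 (adjusted p = 0.002), -2.60 ± 0.22 (adjusted p = 0.0042) and -3.52 ± 0.37 (adjusted p = 0.0089) in that order. These falls are not called when either -S or either 3 h S array is left out. After 30 min *SULTR1;2* had -0.71 and *APR3* -1.72 (both adjusted p = 0.999; *APR3* is called in a fit on -S and 30' S alone), and after 3 h *SULTR1;2* was still 1.62 above FN (adjusted p = 0.013; not called without either 3 h S or either 30' S array, or without the block).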

The list of up-regulated genes in class I contained, among others, known sulfate starvation marker genes such as the sulfate transporters (*SULTR1;2* and *SULTR4;2*) and the rate limiting sulfate assimilation gene (*APR3*; 5'-adenylylsulfate reductase 3) (Vauclare et al., 2002; Hirai et al., 2003; Maruyama-Nakashita et al., 2003; Nikiforova et al., 2003; Hirai and Saito, 2004). Furthermore, several genes in class I contain the SURE core sequence in their 3-kb upstream promoter sequences (Maruyama-Nakashita et al., 2005), and were previously found to be OAS responsive genes (Hubberten et al., 2012a, b) (Figure 3). Genes involved in glucosinolate metabolism were common in the list of down-regulated genes, and five genes were allocated to class I (Figure 4). 

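All 5 glucosinolate genes tested outside the core biosynthetic lists fell in -S (median log2 fold change -2.16) and rose again at 3 h (median 2.28), also when adjusted over the list alone. *IPMI1* and *IPMI2*, subunits of the isopropylmalate isomerase of side-chain elongation, fell by 2.61 ± 0.14 (limma, adjusted p = 0.00043, n = 2 per condition) and 2.16 ± 0.14 (adjusted p = 0.00085) and rose by 3.23 (adjusted p = 0.00074) and 2.28 (adjusted p = 0.0017; not called without either -S or either 3 h S array). *GSTU20*, a glutathione transferase of the same pathway, fell by 2.35 ± 0.16 (adjusted p = 0.00085) and rose by 2.60 (adjusted p = 0.0014; not called without the 3 h S array of experiment 2). *FMOGSOX1*, which oxidises glucosinolate side chains, was at least 4.15-fold lower (both -S signals below the floor; log2 -1.96, adjusted p = 0.0025, lost without the -S array of experiment 1). *CYP81F2*, a sixth gene, was not tested, with signals of 0.7 and 11.7 in FN and 17.3 and 6.7 in -S, all below the floor except FN of experiment 2. Of the 5 genes 4 are in the study's table of strongly changed genes, so the count is not independent evidence of direction.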

When applying a 5-fold cut off in the comparison -S/FN, only two TFs [*MYB52* and *MYB75/PAP1* (*PRODUCTION OF ANTHOCYANIN PIGMENT 1*)] were identified in the list of up-regulated genes (Figure 3). Therefore, a 2-fold cut off was applied for identification of candidate TFs (Figures 2E,F) among the approximately 1600 TFs in Arabidopsis (Riechmann et al., 2000; Czechowski et al., 2004, 2005). This yielded 16 genes with relative expression levels >2-fold and five genes with relative expression levels <0.5-fold in the comparison -S/FN in both experimental replicates (Figures 2E,F). These TFs are putatively sulfate starvation responsive TFs. 

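*PAP1* (*MYB75*), an activator of anthocyanin synthesis, had signals of 5.8 and 5.1 in FN, both below the floor, and 379.3 and 95.7 in -S in experiments 1 and 2, a rise of at least 12.4-fold (log2 3.29 ± 0.45; limma, adjusted p = 0.018, n = 2 per condition). The call is lost without any one -S or 3 h S array and without the replicate block. *MYB52*, linked to secondary cell walls, had 4.0 and 1.5 in FN and 23.4 and 11.4 in -S, with both FN signals and the -S signal of experiment 2 below the floor (log2 0.81 ± 0.14, adjusted p = 0.054; called without the FN array of experiment 2 and without the offset).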

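Of the 16 transcription factors listed as raised, 14 pass the limit in both experiments with a -S signal at or above the floor (16 with no floor), and limma called 3: *PAP1*, the MADS-box gene *At4g33960* and *ZAT12*, a zinc finger of stress responses (0.92 ± 0.15 log2 units, adjusted p = 0.041, n = 2 per condition; ratios of 2.13 and 2.08, a call lost without the block and without the FN array of experiment 1 or any one -S, 30' S or 3 h S array). *ATAF1*, a NAC factor of stress and senescence, had 1.55 ± 0.29 (adjusted p = 0.059; called without either FN array), and *ZAT6*, another zinc finger, 0.79 (adjusted p = 0.11; called without the FN array of experiment 2). Of the 5 listed as lowered, 4 pass the limit (5 with no floor), and limma called the 4 it tested: *ARF12*, *MYB29*, *ARR16* and *HRA1*. *ARF12*, an auxin response factor, fell by 2.66 ± 0.28 (adjusted p = 0.0063; not called without the -S array of experiment 1), and *ARR16*, a response regulator of cytokinin signalling, by 1.50 ± 0.20 (adjusted p = 0.016; not called without any one -S or 3 h S array). *HRA1*, a trihelix factor, was at least 1.59-fold lower (both -S signals below the floor; adjusted p = 0.043), a call with the same limits as that of *ZAT12*. *BBX16* was not tested, being below the floor in FN of experiment 2 and in both -S arrays. The study chose both lists on these samples, so the counts are not independent evidence of direction.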

Using the same criteria as applied for Figures 3, 4, the up- or down-regulated TFs were clustered (Figures 5, 6). 

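The 9 raised MYB genes are *PAP1*, *MYB52*, *MYB9*, *MYB31*, *MYB45*, *MYB53*, *MYB54*, *MYB71* and *MYB93*. *MYB9*, *MYB53* and *MYB93*, which act on suberin, had log2 fold changes of 1.01 (limma, adjusted p = 0.068, n = 2 per condition; at least 1.6-fold, with both FN signals below the floor), 0.94 (adjusted p = 0.082) and 1.70 (adjusted p = 0.075). For *MYB53* and *MYB93* FN of experiment 1 was below the floor. *MYB31* and *MYB45* had 1.42 and 1.21 (both adjusted p = 0.065), *MYB54* 0.58 (adjusted p = 0.11) and *MYB71* 0.49 (adjusted p = 0.15). Both FN signals were below the floor for *MYB31* (at least 2.94-fold), *MYB54* (at least 1.31-fold) and *MYB71* (no bound), and that of experiment 1 for *MYB45*. Of the 9, limma called *PAP1* alone. Without the FN array of experiment 2, *MYB9*, *MYB31*, *MYB45*, *MYB53*, *MYB54*, *MYB71*, *MYB93* and *MYB52* are called as well. That fit leaves 1 FN array and calls many more of all probe sets tested, so it adds little support.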

Among the up-regulated 16 TF genes (>2-fold) under sulfate starvation, the most abundant group was the MYB family with nine genes (Figure 5). 

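The MADS-box gene *At4g33960* rose by 2.66 ± 0.14 log2 units in -S (limma, adjusted p = 0.0003, n = 2 per condition; ratios of 9.4 and 7.77 in experiments 1 and 2) and fell by 1.96 ± 0.14 in 3 h S over -S (adjusted p = 0.002; not called without either -S or either 3 h S array). At 30 min it had -0.99 (adjusted p = 0.44). *HAT14*, a homeodomain factor, had signals of 32.1, 16.0 and 14.1 in -S, 30' S and 3 h S of experiment 1 and 25.1, 22.7 and 13.2 in experiment 2. Neither its -S over FN value (0.82 ± 0.17, adjusted p = 0.074; at least 1.84-fold, with both FN signals below the floor) nor its 3 h S over -S value (-0.58 ± 0.17, adjusted p = 0.19) passed the test, though the first is called without the FN array of experiment 2 and the second in a fit on -S and 3 h S alone.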

Of the up-regulated 16 TF genes, expression of two genes (*MADS*; *At4g33960* and *HAT14* (*HB*); *At5g06710*) responded to sulfate re-supply with repression in both experiments (Figure 5, class I). 

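*ARF12* had signals of 29.1, 108.1 and 103.8 in -S, 30' S and 3 h S of experiment 1 and 58.0, 91.7 and 158.2 in experiment 2 (log2 3 h S over -S 1.32 ± 0.28; limma, adjusted p = 0.097, n = 2 per condition), and is called without either FN array and in a fit on these 2 conditions alone. *ARR16* had 0.10 (adjusted p = 0.88) and *HRA1*, which acts in the hypoxia response, 0.19 (adjusted p = 0.65). *MYB29*, an activator of glucosinolate synthesis, had 0.87 ± 0.17 (adjusted p = 0.08), and is called without either FN array and in the fit on these 2 conditions. Those fits call many more of all probe sets tested, so the calls of *ARF12* and *MYB29* there add little support. *BBX16* signals were 0.6, 5.3 and 0.7 in experiment 1 and 3.6, 8.6 and 6.2 in experiment 2, all below the floor.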

Among the five TF genes down-regulated (<0.5-fold) under sulfate starvation, none responded to sulfate re-supply with induction in both experiments, but rather stayed repressed within the time frame studied (Figure 6).

**Figure 2:**
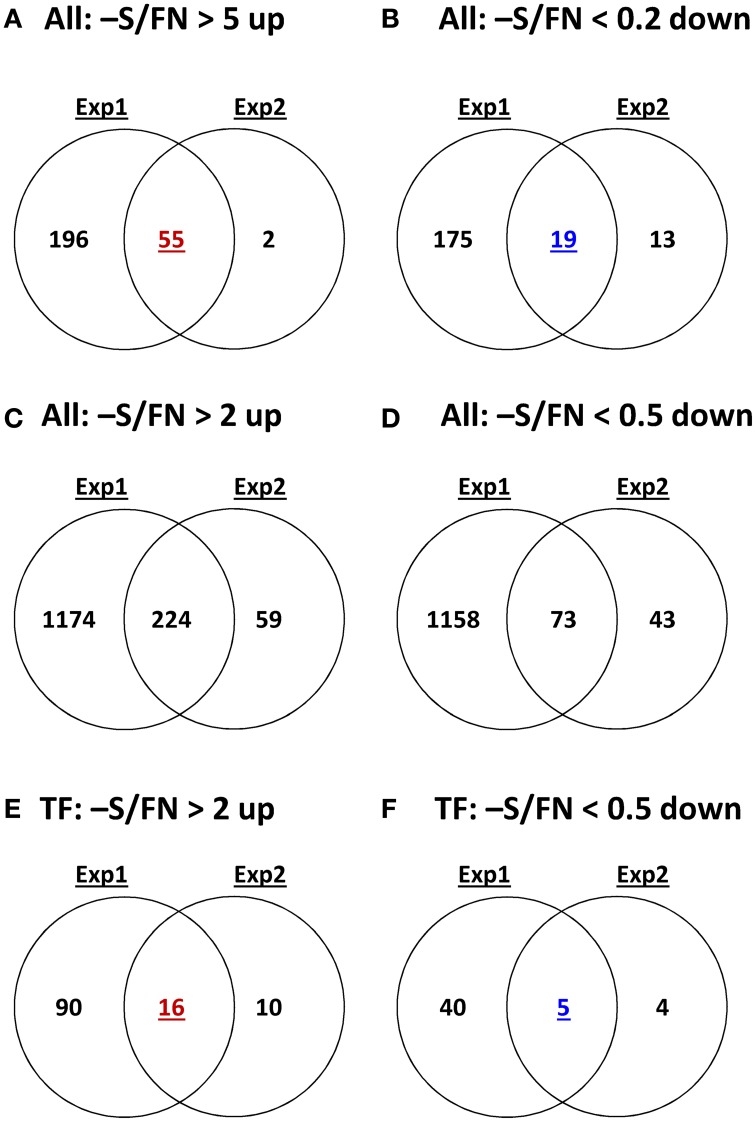
**Comparative analysis of the gene expression patterns under sulfate deficiency stress in two independent experimental replicates**. Venn diagrams show the numbers of genes more than 5-fold or 2-fold significantly up-regulated or down-regulated genes in all genes or TF genes with P and M calls on -S or FN condition. P, present value; M, marginal value.

**Figure 3:**
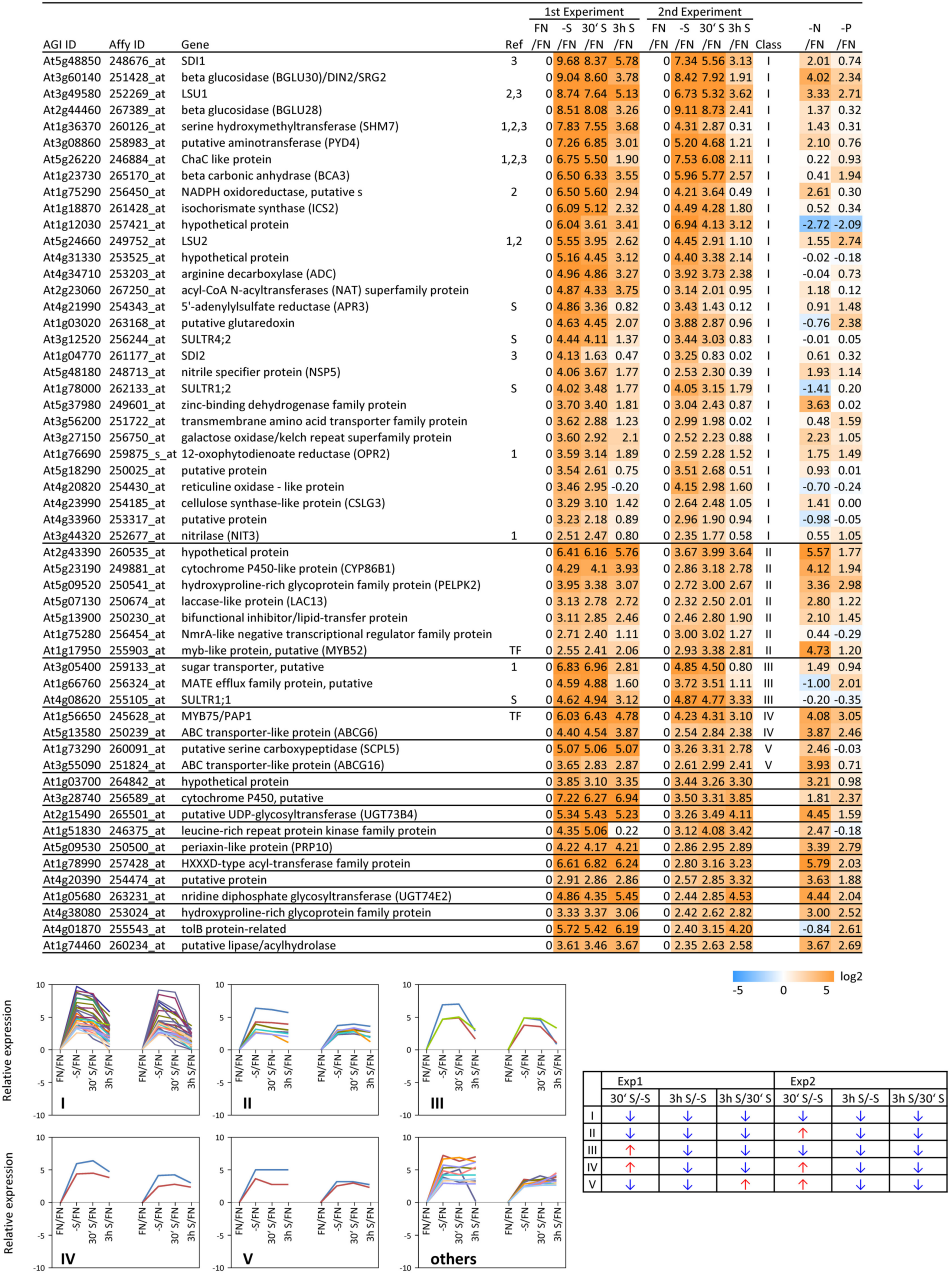
**Relative expression level of up-regulated genes under sulfate starvation**. Genes were up-regulated more than 5 times (55 genes) under sulfate deficient conditions in both experimental replicates. The up-regulated genes were classified into 6 clusters (class I–V, and others) according to responsiveness to sulfate resupply as indicated by fold changes (>1, upwards arrow; <1, downwards arrow) in transcript accumulations, 30' (30 min) S/-S, 3 h S/-S and 3 h S/30' S (Supplemental Table SIII). Genes already published as S-responding (Hirai and Saito, 2004) are marked with (1). Genes, in which promoters region (−3-kb upstream sequence) the SURE core sequence was found (Maruyama-Nakashita et al., 2005), are marked with (2). OAS responsive genes (Hubberten et al., 2012a, b), are marked with (3). Genes which are involved in sulfate uptake and reduction are marked in (S). Fold changes relative to the nitrate- and phosphate-sufficient control are shown. -N; data are from Scheible et al. (2004). -P; Morcuende et al. (2007). Values and colors are in log2 scale.

**Figure 4:**
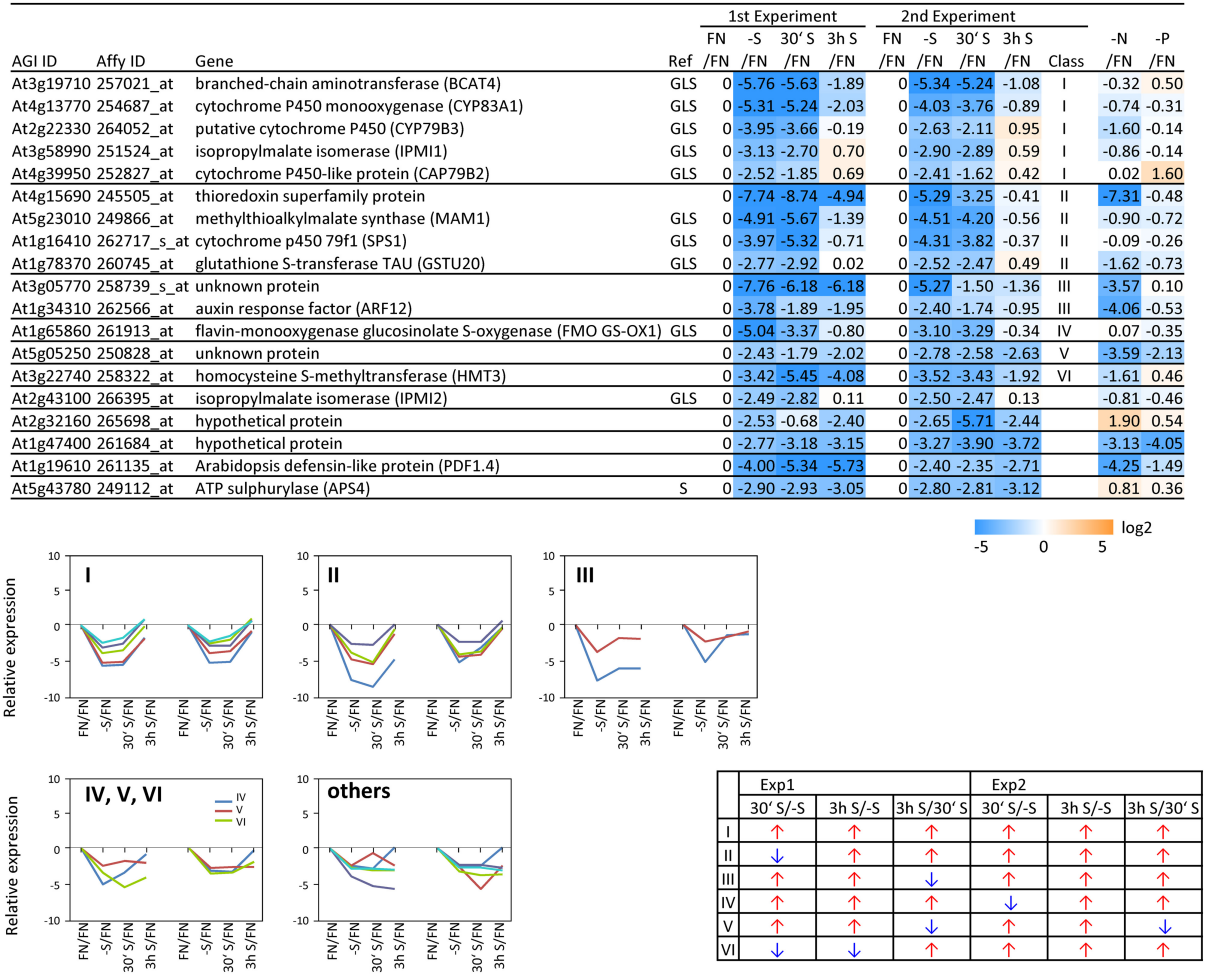
**Relative expression level of down-regulated genes under sulfate starvation**. Genes were down-regulated more than 5 times (19 genes) under sulfate deficient conditions in both experimental replicates. The down-regulated genes were classified into 7 clusters (class I–VI, and others) according to responsiveness to sulfate resupply as indicated by fold changes (>1, upwards arrow; <1, downwards arrow) in transcript accumulations, 30' (30 min) S/-S, 3 h S/-S and 3 h S/30' S (Supplemental Table SIII). Genes which are involved in sulfate reduction pathway and glucosinolate (GLS) biosynthetic pathway are marked with S and GLS, respectively. Fold changes relative to the nitrate- and phosphate-sufficient control are shown. -N; data are from Scheible et al. (2004). -P; Morcuende et al. (2007). Values and colors are in log2 scale.

**Figure 5:**
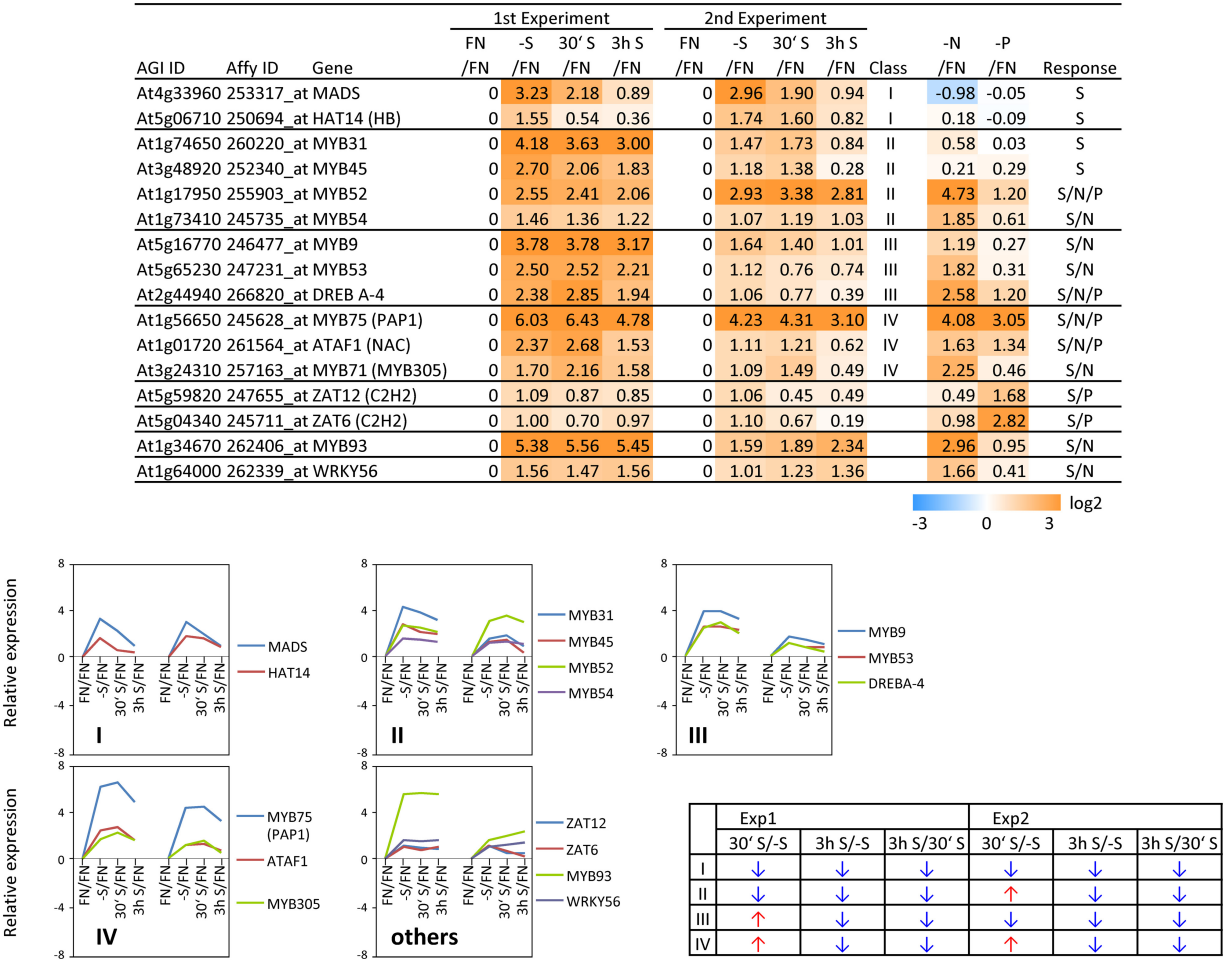
**Relative expression level of up-regulated transcription factors (TFs) under sulfate starvation**. Transcription factors were up-regulated more than 2 times (16 genes) under sulfate deficient conditions in both experimental replicates. The up-regulated transcription factors were classified into the same 6 clusters as Figure 3 (class I–V, and others) according to responsiveness to sulfate resupply as indicated by fold changes (>1, upwards arrow; <1, downwards arrow) in transcript accumulations, 30′ (30 min) S/-S, 3 h S/-S and 3 h S/30′ S (Supplemental Table SIII). Fold changes relative to the nitrate- and phosphate-sufficient control are shown. -N; data are from Scheible et al. (2004). -P; Morcuende et al. (2007). Values and colors are in log2 scale.

**Figure 6:**
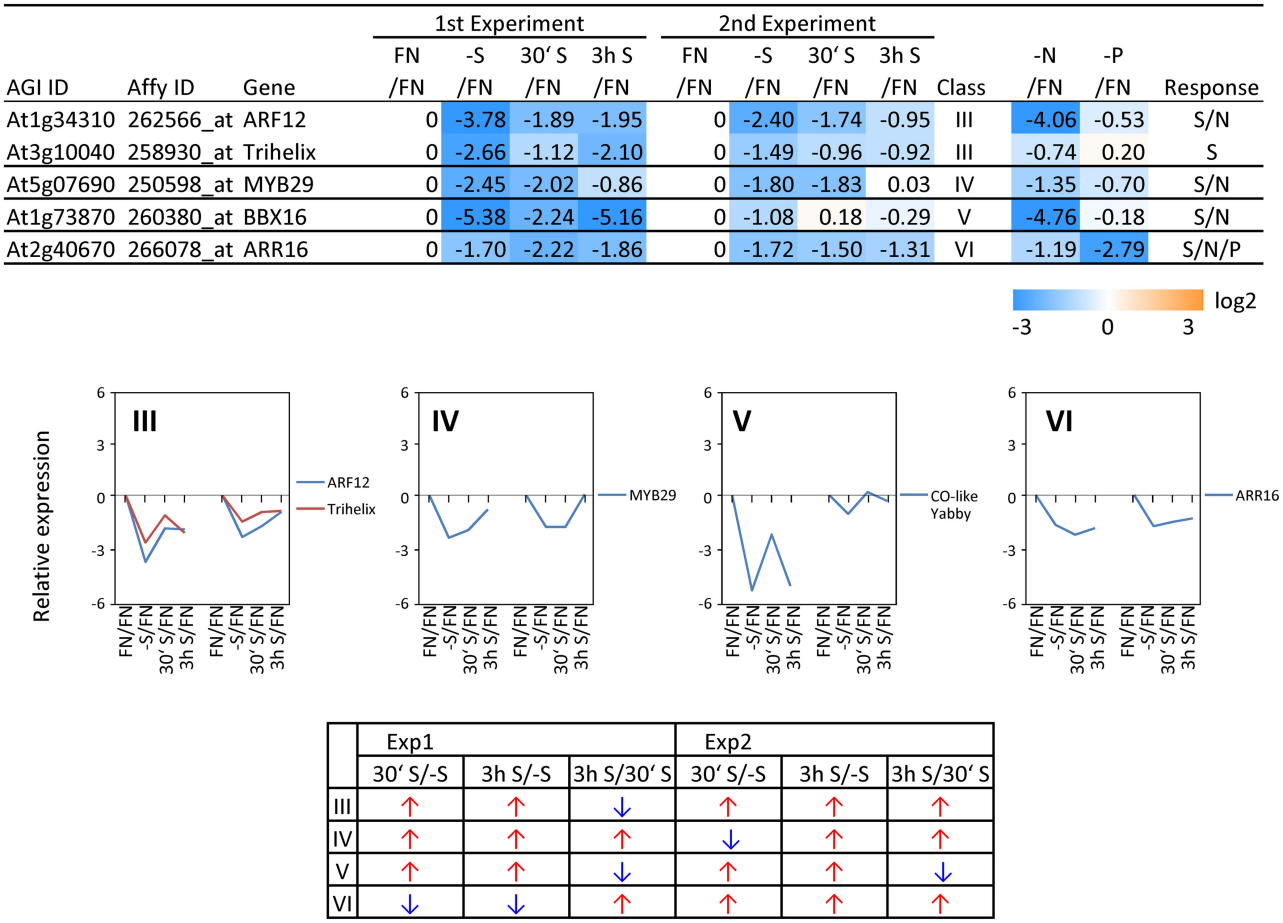
**Relative expression level of down-regulated transcription factors (TFs) under sulfate starvation**. Transcription factors were down-regulated more than 2 times (5 genes) under sulfate deficient conditions in both experimental replicates. The down-regulated transcription factors were classified into the same 7 clusters as Figure 4 (class I–VI, and others) according to responsiveness to sulfate resupply as indicated by fold changes (>1, upwards arrow; <1, downwards arrow) in transcript accumulations, 30′ (30 min) S/-S, 3 h S/-S and 3 h S/30′ S (Supplemental Table SIII). Fold changes relative to the nitrate- and phosphate-sufficient control are shown. -N; data are from Scheible et al. (2004). -P; Morcuende et al. (2007). Values and colors are in log2 scale.

### Reproducibility between 1st and 2nd experiments

The reproducibility of all measurements was checked by simultaneous analysis of two experimental replicates (experiment 1 and 2). In both experiments, plants were grown in exactly the same way using the same stock of Col-0 seeds. However, numbers of up- or down-regulated genes and the magnitude of changes were higher in experiment 1 than experiment 2 (Figure 2). Such variability seems to be reasonable, when considering experiment 1 was more severe in terms of sulfate starvation, e.g., lower sulfate and GSH contents under the -S condition as compared to experiment 2 (Figure 1). In addition to the decrease of sulfate content, nitrate content was also decreased under -S conditions in experiment 1 (Supplemental Figure S1). 

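In experiment 1, 1502 probe sets stood above 2-fold and 1252 below 0.5-fold in -S over FN, against 343 and 376 in experiment 2 (1 array per condition in each). The SD of the log2 ratio over the probe sets tested was 0.68 in experiment 1 and 0.38 in experiment 2, and the slope of experiment 2 on experiment 1 was 0.34 (across probe sets, which are not independent replicates, r = 0.59 and rho = 0.51). By group, indole glucosinolate genes had median log2 ratios of -1.37 and -1.25 in experiments 1 and 2, while photosynthesis genes had -1.18 and -0.05, and these differences were not tested. Of the probe sets past 2-fold up in experiment 1 alone (1277), 989 had the same sign in experiment 2, and of those past 2-fold down (1116) 942 did. Over all 1277 the median log2 ratios were 1.01 and 0.22 in experiments 1 and 2, and over all 1116 they were -1.20 and -0.25. The same-sign share over all probe sets tested was not computed, so these shares do not set the groups apart. With no floor the counts above 2-fold and below 0.5-fold are 3195 and 2076 in experiment 1 and 1512 and 874 in experiment 2, and with the floor at the array median experiment 2 has 214 and 225.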

Phosphate content was increased in experiment 1 and was not changed in experiment 2 (Table 1). Several genes, including TFs, which specifically changed in the –S condition in experiment 1 also responded in nitrate starvation conditions (Supplemental Table SIV). Thus, we took the genes in the intersection of both experiments to further investigate sulfur responsive genes (Figure 2).

### Sulfur-specificity of candidate TF genes

To examine the sulfur-status specificity of the selected TFs, their expression in response to nitrate and phosphate starvation was analyzed (Figures 5, 6). Both nutrient-stress experiments (nitrate and phosphate) were performed using the same culture system, including the same light conditions in the same phytotron chamber, with the same basic media, except for differences in a single nutrient (Scheible et al., 2004; Morcuende et al., 2007). Of the 21 sulfate starvation responsive TFs, 18 also responded to other stimuli besides sulfate starvation, indicating that they are parts of more general nutrient depletion response modules. Such interconnectivity between various nutrients has been shown previously (Watanabe et al., 2010). However, the strength of the response or the direction of the response, whether up- or down-regulated, varies between different nutrient starvation conditions. This must require specific upstream regulatory elements governing the individual distinct response schemes of these TFs for the respective nutrient depletion conditions. However, four up-regulated TF genes (*MADS*, *HAT14*, *MYB31* and *MYB45*) and one down-regulated TF (*Trihelix*; *At3g10040*), which we speculated to be genuine sulfur status responsive genes among plant nutrient responses, were neither induced under nitrate nor phosphate starvation with a 2-fold cut off, suggesting that these four genes might be specific for the regulation of the response to sulfate starvation. Interestingly up- or down-regulated class I genes showed fewer responses to nitrate and phosphate starvations compared to the genes in other classes (Figures 3, 4). The comparison with nitrate and phosphate starvation resulted in the identification of additional genes that generally responded to mineral nutrient stresses (N, P, and S). These genes were *MYB75/PAP1*, *MYB52*, and *ATAF1/NAC02*, *DREB A-4* (Figure 5) and *ARR16* (Figure 6). Nine genes (*MYB54*, *MYB9*, *MYB53*,* MYB71*,* MYB93*,* WRKY56*,* ARF12*,* MYB29*, and *BBX16*) showed an overlap between N and S starvation and did not respond to P starvation, while only two genes showed a direct co-behavior to P starvation not shared by -N conditions (*ZAT6* and *ZAT12*) (Figures 5, 6).

### Expression changes downstream of known transcription factors

*MYB75/PAP1* expression was up-regulated (Figures 3, 5) and *MYB29* down-regulated (Figure 6) under sulfate starvation. These genes were reported to be positive regulators of anthocyanin production and glucosinolate production, respectively (Borevitz et al., 2000; Hirai et al., 2007). Additional TFs were reported to be involved in regulating anthocyanin production (*MYB90/PAP2*, *MYB113*, and *MYB114* for anthocyanin, *TT8* (*TRANSPARENT TESTA8*); *bHLH*, *TTG1* (*TRANSPARENT TESTA GLABRA1*); *WD40* and *TTG2* (*TRANSPARENT TESTA GLABRA2*); *WRKY* for flavonoids) (Tohge et al., 2013) and glucosinolate production [*MYB28* and *MYB76* for methionine derived glucosinolates (Met-GLSs), and *MYB34*, *MYB51*, and *MYB122* for tryptophan derived glucosinolates (indole-GLSs)] (Celenza et al., 2005; Hirai et al., 2007; Sonderby et al., 2007; Gigolashvili et al., 2007a, b, 2008; Malitsky et al., 2008). We investigated whether these TFs were responding to sulfate starvation similarly to *MYB75/PAP1* and *MYB29*, and we further screened whether the respective downstream target genes of the biosynthetic pathways showed any correlation in expression characteristics (Figure 7). For this, we additionally included values with “absent” calls. 

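Genes of glucosinolate synthesis fell in -S and rose again by 3 h. *MAM1*, which elongates the side chain, had a log2 fold change of -4.13 ± 0.26 (limma, adjusted p = 0.00071, n = 2 per condition), *CYP83A1*, an oxime-metabolising P450, -4.03 ± 0.27 (adjusted p = 0.00085), and *CYP79F1*, which forms the oxime, was at least 5.75-fold lower (both -S signals below the floor; log2 -2.34, adjusted p = 0.00085). The *CYP79F1* probe set is of the cross-hybridising kind, so its signal may include similar transcripts. Of 6 genes for indole glucosinolates 3 fell (median -1.30): *CYP79B2* by 2.23 ± 0.15 (adjusted p = 0.00092), *CYP79B3* by 2.74 ± 0.29 (adjusted p = 0.0062) and *CYP83B1* by 1.83 ± 0.20 (adjusted p = 0.0073), with the last pair not called without either -S array and *CYP83B1* not without the block. The other 3 had -0.77 (*SUR1*, adjusted p = 0.056), -0.47 (*UGT74B1*, adjusted p = 0.17) and -0.75 (*SOT16*, adjusted p = 0.13), and *SUR1* and *SOT16* are called without the FN array of experiment 2. By 3 h 4 of the 6 had risen (median 2.00), for example *CYP83B1* by 2.48 (adjusted p = 0.0041; not called without the block). *MAM1* rose by 3.18 over the same time (adjusted p = 0.0041) and *SOT17*, a sulfotransferase of the last step, by 2.75 (adjusted p = 0.0017; not called without the 3 h S array of experiment 2).

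**Figure D3:**
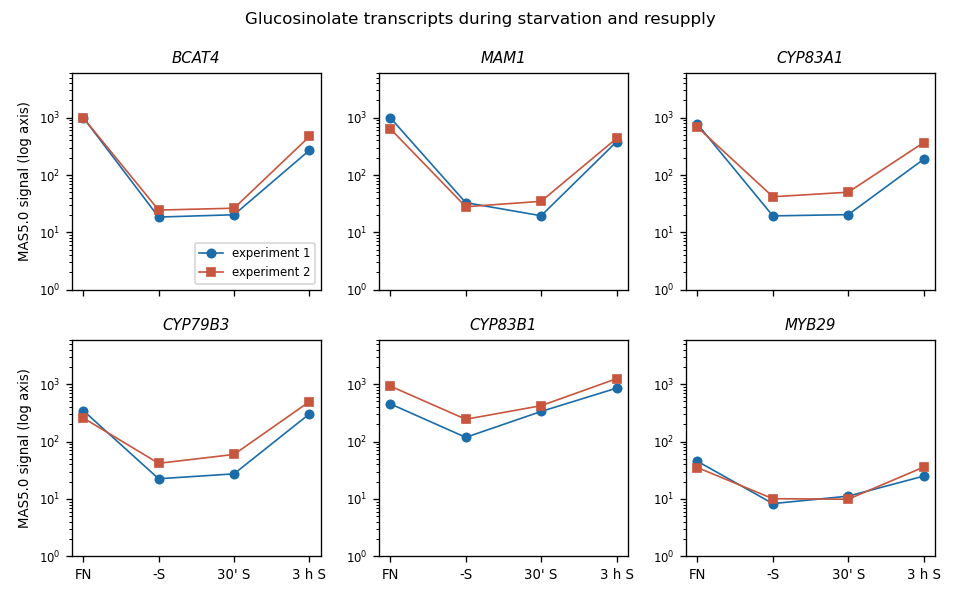
MAS5.0 signal, on a log axis, of *BCAT4*, *MAM1*, *CYP83A1*, *CYP79B3*, *CYP83B1* and *MYB29* in FN, -S, 30' S and 3 h S. Circles are experiment 1 and squares experiment 2, with 1 array per point, and lines join the arrays of an experiment. All 6 stand lower in -S than in FN and higher in 3 h S than in -S in both experiments, for example *CYP79B3* with 22.5 and 41.8 in -S and 303.8 and 497.7 in 3 h S.

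Adjusted over the list alone, all 6 indole glucosinolate genes fell in -S and rose at 3 h. As a list they were lower in -S with camera at a preset correlation of 0.01 (adjusted p = 2.37e-08), but not past the limit with an estimated correlation (adjusted p = 0.0505 with an estimated correlation). In 3 h S over -S the adjusted p was 5.34e-13, and 0.0257 with an estimated correlation. At 30 min the median was 0.41 (adjusted p = 1.32e-06; adjusted p = 0.135 with an estimated correlation), with 0 genes called by limma and 2 when adjusted over the list alone. The calls at 3 h are lost without either -S or either 3 h S array for *MAM1*, *MAM3*, *CYP83A1*, *CYP83B1*, *CYP79B3*, *CYP79F1*, *SUR1* and *SOT18*, and held for *BCAT4* and *CYP79B2*. The study drew up the list for its reading of these samples, so its counts are not independent evidence of direction.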

Biosynthetic genes, which are involved in production of both Met-GLSs and indole-GLSs were down regulated under –S conditions and re-induced under re-supply of sulfate (Figure 4). The gene expression patterns of the biosynthetic genes specifically followed that of *MYB29* (Figure 7A). 

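*MYB29* had signals of 45.3 and 35.2 in FN, 8.3 and 10.1 in -S, 11.2 and 9.9 in 30' S and 25.0 and 35.9 in 3 h S (experiments 1 and 2). It was at least 2.51-fold lower in -S, both -S signals being below the floor (log2 -1.15 ± 0.17; limma, adjusted p = 0.029, n = 2 per condition), a call lost without any one -S, 30' S or 3 h S array. Its log2 value in 3 h S over 30' S was 0.80 (adjusted p = 0.12; called without either FN array). *MYB28*, another activator of glucosinolate synthesis, had 0.45 ± 0.23 in -S over FN (adjusted p = 0.3; called without the FN array of experiment 1) and -0.86 in 30' S over -S (adjusted p = 0.999). *MYB76* was below the floor on all 4 FN and -S arrays and was not tested. With 8 arrays in 4 conditions, a correlation between a factor and its targets was not computed.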

*MYB34* also showed a similar pattern to the biosynthetic genes, but with smaller changes in expression (Figure 7B). These results suggest that *MYB29* and *MYB34* seem to be major regulators under sulfate starvation for Met-GLSs and indole-GLSs, respectively. 

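*MYB34*, an activator of indole glucosinolate synthesis, had signals of 195.3 and 186.0 in FN, 91.5 and 144.9 in -S, 154.8 and 209.5 in 30' S and 249.6 and 240.3 in 3 h S (experiments 1 and 2). Its log2 value was -0.65 ± 0.20 in -S over FN (limma, adjusted p = 0.15, n = 2 per condition) and 0.99 ± 0.20 in 3 h S over -S (adjusted p = 0.081). Neither passed the test, though the first is called without the FN array of experiment 2, and the second without either FN array and in a fit on -S and 3 h S alone. Those fits call many more of all probe sets tested, so these calls add little support. *MYB51*, another activator of the indole branch, had -0.23 in -S over FN (adjusted p = 0.61), and *MYB122* was below the floor on all 4 arrays.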

*MYB75/PAP1* was an up-regulated gene and clustered to class IV, which showed a slow tendency for being repressed with re-supply of sulfate (Figure 3). 

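*PAP1* signals were 501.5 and 100.9 in 30' S and 159.3 and 43.7 in 3 h S in experiments 1 and 2. The log2 value was 0.23 in 30' S over -S (limma, adjusted p = 0.999, n = 2 per condition) and -1.04 ± 0.45 in 3 h S over -S (adjusted p = 0.37), with ratios of 0.42 and 0.457 in experiments 1 and 2. The value at 3 h did not pass the test. It is called without either FN array and in a fit on -S and 3 h S alone. Those fits call many more of all probe sets tested, so this adds little support.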

The gene expression patterns of anthocyanin biosynthetic genes and other TFs followed that of *PAP1* in experiment 1, although other TFs, except for *PAP2*, showed changes lower than the previously applied threshold (Figure 7C). 

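In experiment 1 several anthocyanin genes stood above FN: *TT3* (dihydroflavonol reductase) 8.69-fold, *UGT79B1* (a xylosyltransferase) 3.9-fold and *UGT75C1* (a glucosyltransferase) with signals of 4.7, below the floor, in FN and 69.2 in -S (1 array per condition). The malonyltransferase *A5G6MaT* was below the floor in both conditions of this experiment. *PAP2* (*MYB90*), a close relative of *PAP1*, went from a signal of 2.2, below the floor, to 505.6 in -S, with 541.1 in 30' S and 193.1 in 3 h S. Across both experiments *TT3* had a log2 fold change of 1.88 ± 0.40 (limma, adjusted p = 0.084, n = 2 per condition) and *UGT75C1* 1.53 ± 0.39 (adjusted p = 0.12). Of the 5 anthocyanin genes limma called 0, with 4 past the limit when adjusted over the list alone. As a list they were higher with camera at the preset correlation (median 1.22, adjusted p = 0.0015), but the adjusted p = 0.306 with an estimated correlation. *MYB113* had 0.31 (adjusted p = 0.33) and *TTG1*, a partner of these factors, 0.18 (adjusted p = 0.53). Without the FN array of experiment 2, *TT3*, *UGT75C1*, *UGT79B1* and *PAP2* are called, but that fit leaves 1 FN array and calls many more of all probe sets tested. The study drew up the list for its reading of these samples, so its count is not independent evidence.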

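In experiment 2 the ratios of -S over FN were 3.28 for *TT3*, 3.05 for *UGT75C1* and 2.81 for *UGT79B1* (1 array per condition), and *A5G6MaT* had signals of 7.9, below the floor, in FN and 15.1 in -S. *PAP2* had 27.1 in FN, 42.5 in -S, 57.6 in 30' S and 11.8 in 3 h S in this experiment, and over both experiments its log2 fold change of 2.64 ± 0.99 did not pass the test (limma, adjusted p = 0.2, n = 2 per condition). *TT8* (0.3 in FN and 1.3 in -S) and *MYB114* (0.7 and 0.7) were below the floor in both conditions and in both experiments, so no fold is given for them. The median log2 ratio of the 5 anthocyanin genes was 1.44 in experiment 1 and 1.01 in experiment 2, a difference that was not tested.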

In experiment 2, biosynthetic genes showed smaller changes in expression compared to experiment 1 and mixed patterns, which might be caused by the mixed patterns of other TFs such as *PAP2*, *TT8*, and *MYB114*.

**Figure 7:**
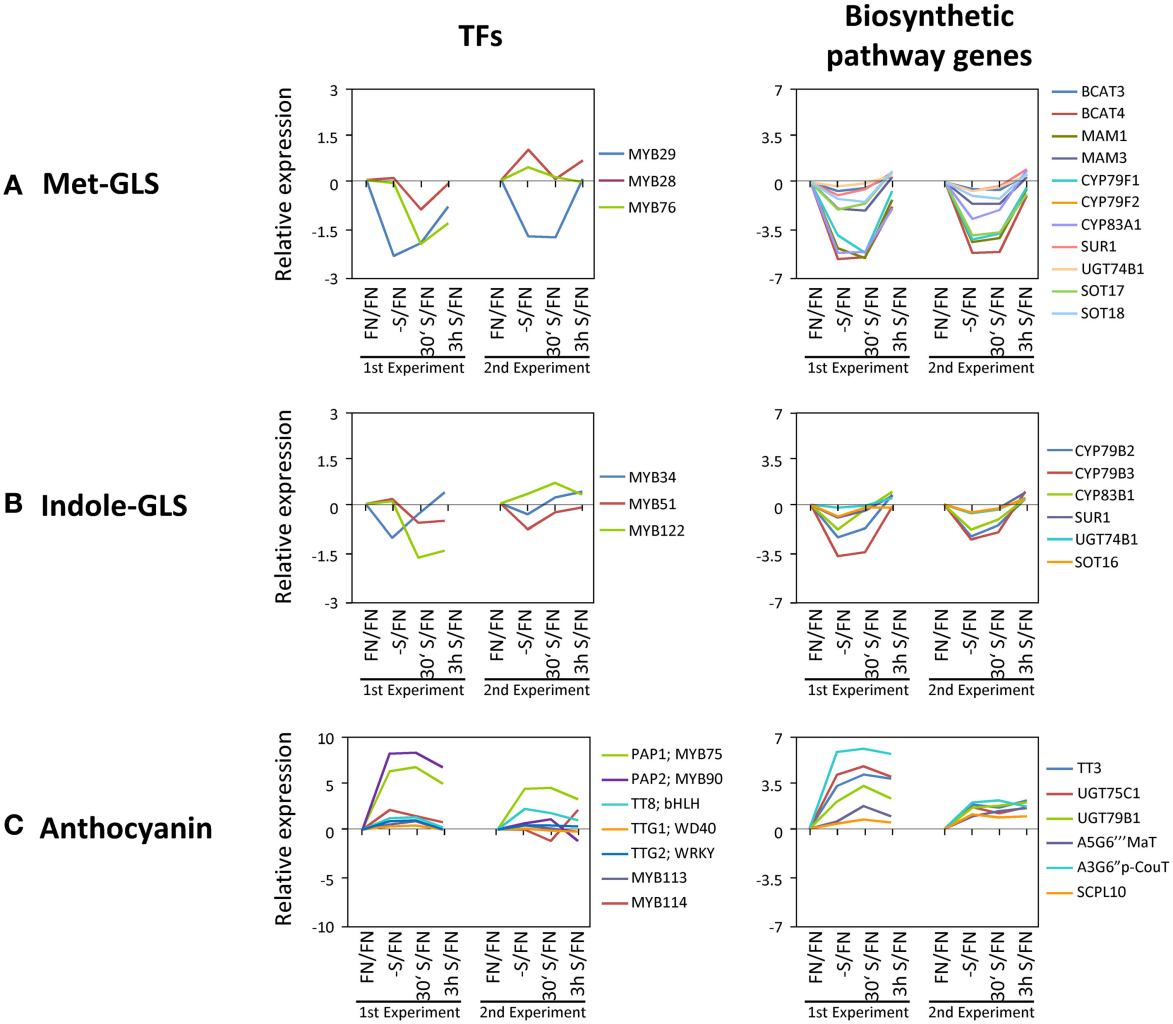
**Figure 7. Gene expression changes in known transcription factors and the downstream genes. (A)** Methionine derived glucosinolates (Met-GLSs). **(B)** Tryptophan derived glucosinolates (Indole-GLSs). **(C)** Anthocyanin AGI IDs and full names of genes are in Supplemental Table SV. Values are in log2 scale.

## Discussion

### Molecular and physiological responses to sulfate starvation and replenishment revealed a systemic internal rebalancing of plant metabolism

In order to investigate early changes in the transcriptome in response to sulfate starvation and consecutive replenishment, Arabidopsis seedlings were subjected to a short-term sulfate starvation followed by short-term re-supply of 30 min and 3 h. Axenic, 10-days old seedlings were transferred to sulfate-free conditions for 48 h. Under these conditions, Arabidopsis seedlings did not exhibit the typical phenology of sulfate limited plants, which are known to be: reduced chlorophyll, accumulation of anthocyanins in the leaves, and altered root growth (Nikiforova et al., 2003; Hubberten et al., 2012a). In contrast, Arabidopsis seedlings deprived for nitrate or phosphate, showed typical phenotypic responses (Scheible et al., 2004; Morcuende et al., 2007). Although of key importance for plant metabolism, abundance of sulfur is about 7% that of nitrogen in shoot tissues (Buchanan et al., 2000). Hence, the observed differences in starvation symptoms become reasonable as severe effects develop slower.

### Sulfate starvation leads to induction of sulfate response genes which results in an overshoot of sulfur containing metabolites prior to sulfate accumulation

Observations of changes in metabolite levels under short-term sulfate starvation and after sulfate re-supply provide novel information as only the metabolome under prolonged sulfate starvation has been previously described (Nikiforova et al., 2005b). Metabolites from the primary sulfate assimilation pathway such as Cys and GSH are reduced to very low levels under sulfate starvation, similarly to sulfate (Figure 1) and plant total sulfur (Supplemental Figure S2). This indicates that the plants were exposed to sulfate starvation that depleted the internal stores. Cys, GEC, and GSH rapidly respond to resupply of sulfate. After 30 min of sulfate re-supply their pools already started to be restored and in the case of Cys and GEC, the levels exceeded the initial status of plants under FN up to 2-fold (Cys) after 3 h re-supply. This suggests that the re-supplied sulfate is immediately used for synthesis of Cys and GSH instead of accumulation of excess sulfate in the vacuole, as the sulfate levels only slightly increase after 3 h. In fact, the uptake and assimilation pathways have been reported to be induced and act efficiently at utilizing re-supplied sulfate in barley (*Hordeum vulgare* L.) (Smith et al., 1997) and curly kale (*Brassica oleracea* L.) (Koralewska et al., 2009). However, none of the downstream metabolites such as homocysteine, methionine or putrescine return to the control levels, even after 3 h; total sulfur levels are also not substantially increased (Figure 1, Supplemental Figure S2 and Table 1). 

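*SULTR1;1*, a high-affinity importer of the root surface, rose by 3.64 ± 0.17 log2 units in -S (limma, adjusted p = 0.00022, n = 2 per condition; FN of experiment 1 below the floor) and had 0.10 in 30' S over -S. It fell by 1.41 ± 0.17 within 3 h (adjusted p = 0.018; not called without any one -S, 30' S or 3 h S array, or without the block) and then stood 2.23 above FN (adjusted p = 0.013; not called without either 3 h S or either 30' S array, or without the block). *SULTR2;1* and *SULTR4;1*, transporters of vascular tissue and of the vacuole, rose by 1.83 (adjusted p = 0.016; not called without any one -S, 30' S or 3 h S array, or without the block) and 2.06 (adjusted p = 0.0059; not called without the -S array of experiment 1). The APS reductases *APR1* and *APR2* rose by 2.37 ± 0.15 (adjusted p = 0.00079) and 1.99 ± 0.14 (adjusted p = 0.0013), and *APS3*, an ATP sulfurylase, by 1.56 ± 0.15 (adjusted p = 0.0051; not called without the -S array of experiment 1). At 30 min *APR1* had -1.77 (adjusted p = 0.056) and *APS3* -1.22 (adjusted p = 0.29), and both are called without either FN array and in a fit on -S and 30' S alone. Of the 7 transporters 5 fell at 3 h (median -1.60) and 2 were still above FN, *SULTR1;1* and *SULTR1;2*. Neither of these 2 was called without any one 30' S or 3 h S array, or without the block.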

The overshoot of Cys indicates firstly the increased capacity of the uptake and assimilation system to utilize sulfate as corroborated by the expression of high affinity sulfate transporters (*SULTR1;1* and *SULTR1;2*) and the induction of *APR3* (Koralewska et al., 2009). Secondly, the early accumulation of GEC prior to GSH might indicate a slow interconversion between the subcellularly separated metabolite pools, where GEC is exclusively synthesized in the chloroplasts, while GSH is synthesized both in the cytosol and the chloroplast (Noctor et al., 2002). GEC biosynthesis appears to be down-regulated only when GSH, itself a potential regulator, has accumulated to control cellular levels. Interestingly, this is not accompanied by changes in expression of the *GSH1* and *GSH2* genes. Thirdly, after 3 h of replenishment plant homeostasis has not returned to control levels as, for example, amino acid pools remain disturbed. The continued reduction of the total sulfur content indicates that as yet insufficient amounts of sulfate have been taken up and assimilated to (i) replenish the depleted metabolite pools, such as glucosinolates, proteins and others and (ii) to allow sequestration of excess sulfate to the vacuole.

This response is quite similar to the response of plants exposed to phosphate starvation and re-supply (Morcuende et al., 2007). Phosphate starvation induces numerous genes involved in phosphate uptake and assimilation, additionally catabolic reactions are induced. Upon phosphate re-supply the content of free phosphate does not increase immediately but accumulates slowly while various phosphorus containing metabolites, such as the central metabolites glucose-6-phosphate and ATP (adenosine triphosphate), recover faster. Thus, this response is comparable to the response we observe for sulfate starvation. The uptake and assimilation systems are induced by depletion which results in a fast conversion of any available nutrient ion into the organic fraction which rises before free nutrient ions can accumulate.

Nitrate starvation shows a quite different behavior toward starvation (Scheible et al., 2004; Konishi and Yanagisawa, 2014). Here nitrate-depletion rather reduces part of the nitrate uptake and assimilation machinery. Nitrate availability then induces genes involved in uptake and assimilation of nitrate (Wang et al., 2004). Hence, nitrate accumulates first in leaf tissues upon re-supply after depletion and successively organic nitrogen compounds accumulate (Scheible et al., 1997). Despite the similarity between nitrate and sulfate assimilatory pathways (Hesse et al., 2004c), their regulation in response to availability of the respective nutrient ions is different.

### Effect of sulfate starvation on polyamine metabolism

Upon sulfate starvation, putrescine accumulates in plant tissues. In parallel it may be assumed that SAM levels are reduced (Nikiforova et al., 2005b), impeding the biosynthesis of the downstream polyamines spermine and spermidine, with the effect that the co-substrate putrescine accumulates. One of the spermine synthases, *At5g53120*, is induced to favor this biosynthetic route. 

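*ADC2*, the arginine decarboxylase that opens the route to putrescine, rose by 4.26 ± 0.25 log2 units in -S (limma, adjusted p = 0.00059, n = 2 per condition), from signals of 83.4 and 164.2 in FN to 2596.3 and 2484.3 in experiments 1 and 2. It stayed at 2418.7 and 2182.4 after 30 min and stood at 803.7 and 854.7 after 3 h, a fall of 1.60 ± 0.25 (adjusted p = 0.042; not called without any one -S, 30' S or 3 h S array, or without the block). At 3 h it was still 2.66 above FN (adjusted p = 0.013; not called without either 3 h S or either 30' S array). The S-adenosylmethionine decarboxylases, which feed spermidine and spermine synthesis, had 0.13 (*SAMDC1*), -0.47 (*SAMDC2*, adjusted p = 0.17) and 0.25 (*SAMDC3*). Of 4 named polyamine genes 1 rose (1 higher and 1 lower when adjusted over the list alone). The list test covered the 3 S-adenosylmethionine decarboxylases and not *ADC2* (camera, adjusted p = 0.902), so it says nothing of the route to putrescine. Only 4 of the 19 genes of the polyamine list had a named probe set.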

Among the class I response genes, arginine decarboxylase (*ADC*; *At4g34710*) is induced (>5-fold) (Figure 3), as well as agmatinase (*At4g08870*; the latter only in experiment 1; >2-fold), and which synthesizes putrescine, releasing urea; both are likely to contributie to the observed accumulation of putrescine (Table 1). On the other hand, the alternative pathway via agmatine iminohydrolase, shows repression of the respective gene (*At5g08170*). Agmatinase releases urea, which has been shown to accumulate under sulfate starvation (Nikiforova et al., 2005b), while agmatine iminohydrolase releases ammonium. Sulfate starved plants show accumulation of nitrogenous compounds and therefore it would be sensible to prevent the accumulation of toxic ammonium concentrations. As *ADC* is part of the class I response gene category and in fact is induced under sulfate starvation, but not nitrate and phosphate (Figure 3), it might be possible that members of the class I TF genes are regulating those genes involved in polyamine biosynthesis under sulfate starvation thus providing a testable hypothesis.

### Effect of sulfate starvation on vitamin E metabolism

Metabolite profiling in this study further revealed new sulfur starvation responsive metabolites, which could be involved in plant strategies to alleviate sulfate starvation stress. Interestingly, two metabolites from the vitamin E biosynthesis pathway were changed under sulfate limited conditions. γ-tocopherol, a direct precursor of α-tocopherol, which is the major vitamin E compound found in leaf chloroplasts (Munne-Bosch, 2005), and it's precursor, 2,3-dimethyl-5-phytylquinol, were both elevated under sulfate starved conditions, when compared to FN conditions in both experiments (Table 1). Tocopherols are presumed to be important antioxidants deactivating photosynthesis-derived reactive oxygen species and preventing the propagation of lipid peroxidation by scavenging lipid peroxyl radicals in thylakoid membranes. It is generally assumed that increases of α-tocopherol contribute to plant stress tolerance, while decreased levels favor oxidative damage. Tocopherols together with other antioxidants such as ascorbate, GSH, carotenoids, isoprenoids, flavonoids, and enzymatic antioxidants ensure the adequate protection to the photosynthetic apparatus and help plants to withstand environmental stress (Hollander-Czytko et al., 2005; Munne-Bosch, 2005). Under conditions of sulfate starvation, GSH levels drop dramatically (Figure 1) (Nikiforova et al., 2005b) and hence ascorbate pools cannot be regenerated. Increased levels of other compounds with antioxidant capacity, e.g., the tocopherols identified in this study, would compensate for this loss. This is supported by the result that tocopherol biosynthetic genes [*VTE* *VITAMIN E DEFICIENT*)-1; *At4g32770* (2.0-fold), −2; *At2g18950* (2.2-fold) and −4; *At1g64970* (3.0-fold)] were induced under sulfate starvation in experiment 1 and *VTE1* (1.8-fold) in experiment 2. 

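*VTE4*, the methyltransferase that makes alpha-tocopherol, had signals of 41.4 and 77.2 in FN and 122.4 and 89.6 in -S, ratios of 2.96 and 1.16 in experiments 1 and 2. Over both experiments its log2 fold change was 0.72 ± 0.30 (limma, adjusted p = 0.22, n = 2 per condition), which did not pass the test. *GGR*, a reductase that supplies the phytyl side chain, had -0.60 ± 0.26 (adjusted p = 0.24). Of these 2 tocopherol genes limma called 0, also when adjusted over the list alone. Both are called without the FN array of experiment 2, but that fit leaves only the FN array of experiment 1, where the *VTE4* ratio was larger.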

In conclusion, the necessity to maintain viability in conditions where sulfur, a crucially important macronutrient, is deficient, results in a systemic internal rebalancing of plant metabolism. This is reflected by decreased or increased levels of distinct metabolites in sulfur-deficient plants. The shift in balance and regulation of metabolism, including re-allocation of compounds, allows the plant to readjust its homeostasis and to remain viable and to still be able to produce seeds for dispersal, despite the adverse conditions.

### Transcriptomics provides information on candidate transcription factors regulating S metabolism

Sulfate starvation leads to increases in the expression of sulfate-responsive genes, as reviewed by Hirai and Saito (2004) and Nikiforova et al. (2004), Nikiforova et al. (2005a) and OAS responsive genes (Hubberten et al., 2012a, b). When applying whole-genome chips for expression studies of sulfate starvation we identified novel candidate TFs which have not been seen in previous studies. Additionally, through classification into response groups and correlation, we could derive information on transcriptional co-behavior between sulfur starvation responsive genes (Figures 3, 4, 6) and TFs (Figure 5). This allowed further monitoring of the expressional changes for whole biosynthetic pathways (Supplemental Table SI). This will facilitate drawing of working hypotheses concerning regulatory circuits, especially if this is further corroborated by metabolite data.

By applying a set of selection criteria such as response to (i) sulfate starvation, (ii) re-supply of sulfate, and (iii) other nutrient starvations (nitrate and phosphate), we identified 21 sulfate starvation responsive TF genes which were categorized to be specifically S-starvation responsive, generally responsive to S, N and P-depletion, or to S and N, or S and P-deprivation (Figures 5, 6). The function of five S-specific TFs *MADS*, *HAT14*, *MYB31*, *MYB45* (up-regulated; Figure 5), and *Trihelix* (down-regulated; Figure 6) is still completely unknown. We suggest that these TFs are involved in regulating S-metabolism under varied sulfate availability to the plant, and it is thus possible that sulfate responsive class I genes are putative targets based on their temporal co-expression pattern (Figure 3; class I).

The five general (S/N/P) TFs have been studied previously, especially *MYB75/PAP1* as a positive regulator for anthocyanin production, under various abiotic stress conditions (Borevitz et al., 2000). *ATAF1* (Figure 5) is a *NAC* gene and has been reported to be involved in plant adaptation to abiotic and biotic stresses and development (Wang et al., 2009; Wu et al., 2009). *ATAF1* activates ABA (abscisic acid) biosynthesis, which is critical for plant stress responses (Jensen et al., 2013). *ARR16* (Figure 5) has been reported to be a response regulator which is involved in the cytokinin signaling pathway mediated by AHK4 (histidine kinase) in roots (Kiba et al., 2002). Cytokinins are a class of plant hormones important for the regulation of cell division and differentiation (Mok and Mok, 2001). Several reports have implicated cytokinins in responses related to the status of nutrients such as sugar, nitrogen, phosphorus, and sulfur (for review, see Franco-Zorrilla et al., 2004; Maruyama-Nakashita et al., 2004; Sakakibara et al., 2006). *MYB52* (Figure 5) is one of the SND1 (SECONDARY WALL-ASSOCIATED NAC DOMAIN PROTEIN1)-regulated TFs, suggested to be involved in the regulation of secondary cell wall biosynthesis (Zhong et al., 2008). Secondary cell walls provide mechanical strength and facilitate the transport of water and nutrients (Wang and Dixon, 2012). *MYB75/PAP1* has been also reported to be involved in regulation of secondary cell wall formation as a repressor of the lignin branch of the phenylpropanoid pathway (Bhargava et al., 2010). 

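*CSLG3* had signals of 33.6 and 24.2 in FN, 329.5 and 151.3 in -S and 89.9 and 50.0 in 3 h S in experiments 1 and 2. It rose by 2.43 ± 0.21 log2 units in -S (limma, adjusted p = 0.0026, n = 2 per condition; not called without the -S array of experiment 1 or without the block) and fell by 1.52 ± 0.21 by 3 h (adjusted p = 0.025; not called without any one -S, 30' S or 3 h S array, or without the block). At 30 min it had -0.17. The values are those of the probe set for At4g23990, the identifier of *CSLG3* in Supplemental Table SIII.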

Interestingly, the *CSLG3* gene (cellulose synthase-like protein; *At4g24990*) (Figure 3; class I) is highly co-expressed with *MYB75/PAP1* (ATTEDII; Obayashi et al., 2007).

One of the S/N-TFs, *MYB54* (Figure 5), is also a SND1-regulated TF like *MYB52*, suggested to be a regulator for secondary cell wall biosynthesis (Zhong et al., 2008). Another S/N-TF, *MYB93* (Figure 5), has been reported to be a negative regulator of lateral root development (Gibbs et al., 2014). *MYB93* is part of a novel auxin-induced negative feedback loop stimulated in the endodermis upon lateral root initiation to ensure that lateral roots are formed only in the correct place (Gibbs et al., 2014). The S/N-TF *MYB53* (Figure 5) is a member of a small subfamily of Arabidopsis R2R3 MYB TFs, which also contains *MYB93* and *MYB52* (Kranz et al., 1998; Stracke et al., 2001), suggesting a similar function of *MYB53* to *MYB93* for lateral root initiation. Auxin represents a key regulator of lateral root development (Blakely et al., 1982; Laskowski et al., 1995). The S/N-TF *ARF12* (Figure 6) is an auxin response factor and showed a root cap-specific expression (Rademacher et al., 2011), suggesting a role of *ARF12* in regulation of root development under stress conditions. Further, the involvement of auxin related TFs, which were identified as potential transcriptional regulators of sulfur metabolism by a systems approach (multifactorial correlation network) using sulfur starvation experiments (Nikiforova et al., 2005a), has been associated to the sulfate starvation response (Falkenberg et al., 2008).

The B-box (BBX) proteins are a class of zinc-finger TFs containing a BBX domain with one or two BBX motifs. BBX proteins control growth and developmental processes that include seedling photomorphogenesis, photoperiodic regulation of flowering, shade avoidance, and responses to biotic and abiotic stresses (Gangappa and Botto, 2014). Some members of the BBX family (BBX21, 22, 24, and 25) have been reported to interact with HY5 (ELONGATED HYPOCOTYL5), which is a basic domain/leucine zipper (bZIP) TF, central for the regulation of seedling photomorphogenesis (Gangappa and Botto, 2014). HY5 plays an important role in regulation of sulfate assimilation through the regulation of *APR* gene expression (Lee et al., 2011). The S/N-TF *BBX16* (Figure 6) has been reported to promote branching and to suppress hypocotyl elongation (Wang et al., 2013). Among the two S/P-responsive TFs, *ZAT6* has been reported to regulate root development and nutrient stress responses, especially phosphate starvation (Devaiah et al., 2007), to which we can add a putative function in –S response. Induction of *ZAT6* under phosphate starvation leads to a decrease in the primary root growth, but increases the root-to-shoot ratio by promoting lateral root growth. *ZAT12* has been implicated in multiple abiotic stress responses such as high light (Demmigadams and Adams, 1992; Iida et al., 2000), wounding (Chen et al., 2002; Cheong et al., 2002; Rizhsky et al., 2004), low-oxygen (Klok et al., 2002), hydrogen peroxide (Desikan et al., 2001), heat, treatment with paraquat (Rizhsky et al., 2004), and cold (Wise and Naylor, 1987). As these stresses are associated with the formation of reactive oxygen species, the role of the *ZAT12* may be to help plants cope with oxidative stress (Davletova et al., 2005; Vogel et al., 2005). Interestingly, *ZAT12* over-expression resulted in accumulation of transcripts encoding arginine decarboxylase (*ADC*; *At4g34710*) (Vogel et al., 2005). Both *ZAT12* and *ADC*, were induced under sulfate starvation (Figures 3, 5), suggesting that *ZAT12* is a possible positive regulator of *ADC* and hence for polyamine production. 

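*ZAT12* had a log2 value of -0.36 in 3 h S over -S (limma, adjusted p = 0.36, n = 2 per condition), where *ADC2* fell. *ZAT12* is also known to respond to touch and handling, and among 7 named genes of that kind it was the 1 called in -S, with 4 past the limit when adjusted over the list alone and a median of 0.62. *WRKY33* and *WRKY40*, factors of the defence response, had 0.57 (adjusted p = 0.26) and 0.62 (adjusted p = 0.19), and both are called without the FN array of experiment 2. Most of these genes are named through tables in which the study lists genes for their change in these samples, so the count is not independent evidence.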

Polyamines have been shown to have protective roles against abiotic stress, including oxidative stress (Ye et al., 1997; Bouchereau et al., 1999). The functions of the genes *DREB A-4* (S/N/P), *MYB9*, *MYB71*, and *WRKY56* (S/N) (Figure 5) have not been identified yet, but it can be assumed that they are also involved in the response to plant nutrient deprivation.

The majority of the sulfate starvation-regulated TFs also responded to other nutrient depletions, however, the levels of expression were different indicating specific response schemes for different stresses (Figures 5, 6). This suggests the involvement of these TFs in multifactorial response networks (Broun, 2004) and that the plant uses certain gene sets or modules for various purposes (Watanabe et al., 2010). There was a greater overlap between TF genes induced by nitrate and sulfate than sulfate and phosphate. It has been previously shown that nitrogen and sulfur metabolism are linked closely (Hesse et al., 2004b), and that amino acid homeostasis in particular, to which both nutrients contribute, is a key feature of plant metabolism (Hofgen et al., 1995; Nikiforova et al., 2006). The existence of such a network of common nutrient-responses might explain the fact that TF genes positively and negatively induced by sulfate starvation, exhibited the same tendency with regard to nitrate and phosphate limitations, with only a few exceptions (Figures 5, 6).

## Conclusions

This transcriptome and metabolome study on the response of *Arabidopsis thaliana* seedlings toward sulfate depletion and replenishment, in conjunction with previous data on phosphate and nitrate treatments, respectively (Scheible et al., 2004; Morcuende et al., 2007) provided novel information with respect to genes and metabolites involved in the efforts of the plants to retain homeostasis while a single macronutrient, here sulfate, is depleted. Co-response behavior analysis allowed grouping the data set into concise classes of common response behavior. This provides a basis for future analysis of the respective genes and assigning functions to as yet uncharacterized genes. As an example, to further our knowledge on the regulation of the underlying processes, we extracted the TFs from the data. Categorization again allowed assignment, and thus putatively linking them functionally, to the gene response classes. Moreover, comparison to the data sets from similar nitrate and phosphate treatments allowed scoring for either specific or shared TFs between distinct mineral nutrient depletions. For nutrient stress response networks we can thus conclude that the plant recruits common stress response networks including jointly utilized TFs, but provides necessary specificity through a subset of specific TFs. Furthermore, we were able to link some of the response chains, i.e., TF/structural genes/metabolite response, to the physiological response of the plant system (Figures 6, 7). One example is that *MYB29*, a TF controlling glucosinolate biosynthetic genes, is down-regulated upon sulfate starvation and de-repressed upon sulfate re-supply; several glucosinolate biosynthetic genes follow this behavior and as a result the amount of glucosinolates, which are sulfur-rich secondary compounds in brassicaceae, is reduced, and respectively recovers after replenishment, which physiologically helps the plant to save sulfate resources for primary metabolism under sulfate deprived conditions. We assume that the data set can be mined for further response modules.

## Comment

Systems analysis of plants exposed to varied mineral nutrient availability provides a plethora of molecular information. The main objective is to filter relevant information from noise. With respect to transcriptomics this can, as shown in this study, be achieved through time resolved sampling which generates kinetic information on the gradual development of an expression response. When employing arrays or chip based technologies this might provide insufficient or ambiguous information especially with respect to low expressed genes which might result in “absent calls.” More sensitive methods such as quantitative real time RT-PCR using e.g., extended primer platforms (Udvardi et al., 2008) might close this gap. Next generation sequencing further facilitates increasing the dynamic range of transcriptome studies by obtaining quantitative information on high to very low expressed genes, given that a sufficient coverage can be achieved. To analyze and filter these data an effective and thorough statistical analysis is necessary to evaluate the data. Suitable software is made available through various sources, e.g., on www.mpimp-golm.mpg.de. Specific transcriptome data e.g., using polysome bound RNA (Piques et al., 2009) provides valuable information with respect to the translatome and which expressed genes are indeed converted to protein. A necessary step will be a more specific sampling at the tissue level, not only differentiating between gross structures such as roots, shoots and flowers, but targeting substructures. Such efforts have been made for Arabidopsis roots (Iyer-Pascuzzi et al., 2011), for potato guard cells (Plesch et al., 2001) and for Medicago arbuscules (Gaude et al., 2012), but need to be expanded in order to understand the interplay of the various distinct specialized tissues. However, transcriptomics usually provides only information of differentially expressed genes and needs to be complemented by mutational approaches, GWAS, or to be approached by complementary technologies such as protein profiling.

Metabolomics provides information on the metabolic status of a system, which however is clock dependent, modulated by environmental conditions, and subject to developmental changes. It provides information for when a system deviates from controls upon stress, such as sulfate starvation. This might indicate affected pathways for further scrutinization or help corroborate transcriptome data. An important contribution toward understanding resource allocation and it's regulation will be flux studies by e.g., using specific isotopes (Giavalisco et al., 2011). It may be considered that the plant system tries to attain a homeostatic state, thus, metabolome data as the integrative readout of transcript alterations and changes of enzyme activities and abundances, respond with damped signals, unless severe stresses or mutations lead to massive homeostatic shifts.

To complete the systems analysis, proteome data, enzyme activity data, and protein-protein interactomes from similar tissue samples as above should be obtained. Such a comprehensive dataset will allow creation of multifactorial networks as wiring schemes of plant metabolism and physiology. Eventually, bioinformatics should aim at modeling these complex networks, identify their modular components and capture the flexibility of the system (Nikiforova et al., 2005a, b; Watanabe et al., 2010) and facilitate predictions (Hansen et al., 2014). Bioinformatics approaches are available to, for example, extract context-specific metabolic networks from transcriptome data, which will help the understanding of the features of certain sub-networks or modules (Becker and Palsson, 2008; Estévez and Nikoloski, 2014). The difficulty is the inherent flexibility of multifactorial networks, which is the basis of plant adaptive flexibility and, furthermore, the enormous biodiversity between plant species, even cultivars. Finally, insufficient computing power to analyze and evaluate these enormous databases restricts these approaches, limiting analyses to data subsets. The development and refinement of ‘omics tools allows, especially with respect to plant nutrition, the description of multifactorial systems. This will allow *in silico* predictions of key components, which will need to be verified in an iterative way using mutants or reverse genetics, before eventually exploiting knowledge for crop breeding and improvement.

## Materials and methods

### Plant material

In all experiments the *Arabidopsis thaliana* (L.) ecotype Col-0 was used.

### Seed sterilization

Seeds were sterilized by adding 70% ethanol for 2 min and 3% sodium hypochloride (NaClO) with one drop of Triton X100 for next 15 min. The NaClO/Triton X100 solution was removed and seeds were washed with sterile water 3–5 times. After removing the water seeds were resuspended in 0.1% sterile agarose for imbibition.

### Sterile liquid cultures

Wild-type Col-0 seedlings (100–120 seeds) were grown in 30 ml of sterile liquid FN medium or 150 μ M SO_4_^2−^ medium (250 mL Erlenmeyer glass flasks) on orbital shakers with constant, uniform fluorescent light (approximately 50 μE in the flask) and temperature (22°C). Shaker speed was low (30 rpm) during the first 3 days, and then increased to 80 rpm. Care was taken to prevent significant clumping of seedlings. After 7 days the FN media was replaced with another 30 ml of fresh FN medium, whereas the 150 μ M SO_4_^2−^ medium was replaced with 30 ml of low sulfate (-S) medium, in which plants were subjected for sulfur starvation for 2 days. On day 9 FN cultures and some of the -S cultures were harvested. At the same time all other flasks of S-starved cultures were opened, and re-closed either without supply or after supply of 1 mL 15 mM K_2_SO_4_ (500 μ M final concentration) or 1 mL 15 mM KCl (500 μ M, control). Cultures re-supplied with sulfate ions (or KCl) were harvested after 30 min and 3 h. Plant material from each flask was quickly blotted on tissue paper, washed twice in an excess of deionized water, blotted on tissue paper again and frozen in liquid nitrogen. Materials were stored in liquid nitrogen until pulverization using mortar and pestle. Ground material was stored at −80° C until further use. Medium compositions (FN, 150 μ M SO_4_^2−^ and low S) are in Supplemental Table SVI.

### RNA extraction using TRIzol mini-prep protocol

Frozen plant material (100–200 mg) was ground in liquid nitrogen in a pre-cooled mortar or homogenized using metal beads (Ø 5 mm) in the MM200 homogenizer (Retsch). TRIzol reagent (Invitrogen) was then added and mixed well by vortexing. After 5 min incubation at room temperature the homogenate was centrifuged at 13,000 × g for 5 min at 4°C in pre-cooled centrifuge. The supernatant was removed to a fresh Eppendorf tube and 400 μL of chloroform was added and mixed by vortexing before incubation at RT for 5 min. After 10 min centrifugation at 13,000 × g, at 4°C, the aqueous phase (approximately 1 mL) was transferred to a fresh Eppendorf tube. RNA was precipitated with 0.5 mL of isopropanol and 0.5 mL of HSS buffer (0.8 M sodium citrate and 1.2 M NaCl) per 1 mL of aqueous phase, overnight at −20°C. The precipitate was pelleted by centrifugation at 13,000 × g for 30 min at 4°C. The supernatant was removed and the pellet was washed twice with 1 mL 70% ethanol, air dried, and re-suspended in ca. 50 μL water (approximately 1 μg RNA/1 μL). RNA concentration, purity and integrity were determined by analysis with Bioanalyser (Agilent) according to the manufacturer's instruction.

### Transcription profiling on full genome chip

ATH1 (Affymetrix, 22,800 genes of *Arabidopsis thaliana*, each represented by 11 oligonucleotides and mismatches) was used for transcript level observation in order to perform a genome-wide analysis. For hybridization of the ATH1 chips, 50 μg of clean and intact RNA from each sample of sterile liquid cultures plant material was sent together with the ATH1chips to German Resource Center for Genome Research (RZPD, Berlin, Germany). The data discussed in this publication have been deposited in NCBI's Gene Expression Omnibus (Edgar et al., 2002) and are accessible through GEO Series accession number GSE64972.

### Measurement of thiols

Around 100 mg of the powdered frozen plant material was used for the 1:5 extractions of thiols with 0.1 M HCl. Thirty mg of polyvinylpolypyrrolidone (PVPP) was added immediately to the extraction mixture. The PVPP had been washed before with 0.1 N HCl and dried. The extraction was done under shaking with 500 rpm for 40 min at RT. After centrifugation for 15 min at 4°C and 14000 rpm the supernatant was removed and either analyzed immediately or stored at −20°C. Extracted thiols were first transferred quantitatively into their reduced form. Reduction step was implemented with the addition of 70 μl freshly prepared 10 mM DTT to 120 μl of the extract with 200 μL of 0.25 M *N*-cyclohexyl-2-aminoethanesulphonic acid (CHES) buffer (pH 9.4 with sodium hydroxide [NaOH]). The sample mix was incubated for 40 min at RT. The reduced thiols were transferred into fluorescently active derivatives, by the fluorescent dye monobromobimane (mBrB, 3-bromomethyl-5-ethyl-2,6-dimethyl-pyrazolo[1,2-α]pyrazol-1,7-dione, Calbiochem). Derivatization was carried out during incubation with 10 μL 25 mM mBrB in acetonitrile for 15 min at RT in the dark. The reaction was stopped by the addition of 220 μL 15% HCl and incubation for 30 min at 4°C in the dark. After spinning down the cell debris for 20 min at 4°C and 14000 rpm, the supernatant was transferred into HPLC glass vials with lids and either stored at 4°C in the dark or directly measured. Labeled thiols were separated chromatographically by reversed phase chromatography (RP-HPLC) [according to Fahey et al. (1981)] and sensed by a fluorescent detector. 30 μl of derivatized extract was applied to the octadecyl silicate column (25 cm in length and 4 mm in diameter with a grain size of 5 μm, Knauer) and separated by an increasing gradient of hydrophobicity (Supplemental Table SVII) with a flow rate of 1 mL/min. The hydrophobicity gradient was obtained by mixing two different elution solvents (Supplemental Table SVII). The fluorescence measurement of mBrB derivatives occurred at 480 nm emission wavelength under light excitation of 380 nm.

### Measurement of free amino acids

Amino acids were derivatized with ortho-phthaldialdehyde (OPA), a fluorescence dye (Lindroth and Mopper, 1979; Kreft et al., 2003). Amino acids were extracted through a multiple step procedure with *N*-(2-hydroxyethyl)-piperazine-*N'*-(2-ethanesulphonic) acid (HEPES) and different ethanol concentrations [according to Scheible et al. (1997)]. Four hundred μL 80% ethanol in 2.5 mM HEPES (pH 7.5 with KOH) were added to 100 mg of ground frozen plant material and the mixture was shaken for 20 min at 80°C with 500 rpm. After centrifugation for 10 min at 4°C and 14000 rpm the supernatant was removed and re-extracted with 400 μL 50% ethanol in 2.5 mM HEPES (pH 7.5) and shaken for 20 min at 80°C with 500 rpm. After another centrifugation for 10 min at 4°C and 14000 rpm the supernatant was removed and for a third time extracted with 200 μL 80% ethanol in 2.5 mM HEPES (pH 7.5) again for 20 min at 80°C with 500 rpm. The extraction mix was centrifuged a last time for 10 min at 4°C and 14000 rpm and the supernatant was taken and either immediately analyzed or stored at −20°C. All extracted amino acids were mixed with 0.2 volume with 0.8 M borate buffer (pH 10.4, Crom Analytic) just before the measurement procedure and then filled into the HPLC glass vials with lids. Next 70 μL of the sample volume was mixed in the ratio 1:1 with the OPA-derivation reagent, which was composed of 0.5% (w/v) OPA in 0.7 M borate buffer with 10% (v/v) ethanol and 1% (v/v) β -mercaptoethanol. The incubation time was 1 min, directly performed in the injection sampler to achieve reproducible results. For separation of amino acids, an RP-column, 12 cm in length and 4.6 mm in diameter with a grain size of 3 μm and octadecyl silicate as stationary phase (Knauer), was used. 15 μL of the OPA-labeled sample mix were injected and separated by a non-linear gradient of two different buffers as described in Supplemental Table SVIII. The buffers differed in their hydrophobicity and composition as illustrated in Supplemental Table SVIII and were pumped with a flow rate of 0.8 mL/min. The fluorescence detection of the OPA-labeled amino acid derivatives was detected at 450 nm emission wavelength and an excitation wavelength of 330 nm.

### Measurement of polyamines

RP-HPLC in combination with fluorescence spectrophotometry was used to separate and quantitate polyamines (putrescine, spermidine, and spermine) through their dansyl derivatives (Smith and Davies, 1985). One hundred mg of the powdered frozen plant material was used for the extraction of polyamines with 1 mL of 0.2 M perchloric acid (PCA; HClO_4_). After incubation for 1 h at 4°C the homogenates were centrifuged for 30 min at 4°C and 14000 rpm. The supernatant and pellet were collected separately. The supernatant was used to determine PCA-soluble free (fraction 1) and PCA-soluble conjugated polyamines (fraction 2), whereas the pellet was used to determine PCA-insoluble bound polyamines (fraction 3). Free PCA-soluble fraction could undergo the dansylation process directly, while the PCA-soluble conjugated fraction had to be processed via acidic hydrolysis, prior to dansylation. The pellet was hydrolyzed by adding 200 μ L of 37% HCl and incubation at 110°C for 18–20 h. Afterwards, HCl was evaporated from the tube by heating at 70°C. The residue was than resuspended in 200 μ L of 0.2 M HClO_4_, which made it ready for the dansylation. To extract PCA-insoluble bound polyamines, the pellet was rinsed two times with 1 mL of 0.2 N PCA to remove any trace of soluble polyamine and then dissolved by vigorous vortexing in 200 μL of 1 N NaOH. The mixture was sonicated for 90 min. The next step, acidic hydrolysis, was performed in the same way as described above. The dansylation was done according to the methods (Flores and Galston, 1982). One hundred μ L aliquots of each fraction were added to 10 μ L of 0.5 M diaminohexan (internal standard), 110 μ L (1 volume) of 1.5 M sodium carbonate (Na_2_CO_3_) and 200 μ L dansyl chloride in acetone (7.5 mg/mL). The mixture was incubated at 60°C for 1 h in the dark. 50 μ L of proline (100 mg/mL) was added to the mixture to saturate excessive dansyl chloride. After further incubation for 30 min at 60°C in the dark, the polyamines were extracted with 250 μ L of toluene and vigorous vortexing for 30 s. The mixture separated into two phases, aquatic and organic. The organic upper phase containing polyamines, was collected and dried in speedvac. The polyamine residue was dissolved in 100 μ L of methanol and assayed immediately or stored at −20°C in the dark. Twenty μl of a sample were injected onto a reverse phase LC-18 column protected by a guard column (Alphabon C18, 10 μm; Supelco, Germany). Samples were eluted from the column with a solvent gradient (v/v) of water: methanol changing from 70% to 100% in 15 min at a flow rate of 1 mL/min. (70–80% methanol for 5 min, 80–100% methanol for 10 min and 100–70% methanol for 5 min). Elution was completed after 25 min. Eluates from the column were detected by an attached fluorescence detector (RF 2000, Dionex). For the dansylated polyamines, an excitation wavelength of 365 nm was used with an emission wavelength of 519 nm.

### Ion chromatography

Free ions (sulfate, nitrate and phosphate) were separated and quantified by the Dionex ICS-2000 Ion Chromatography System (ICS-2000), which performs ion analyses using suppressed conductivity detection. Around 50 mg of the powdered frozen plant material was used for the 1:5 extraction of ions with 0.1 mM HCl. After vigorous vortexing, the samples were centrifuged for 5 min at 14000 rpm at 4°C. The supernatant was collected, centrifuged again and the second supernatant was filtered through the Ultrafree MC 5000 NMWL Filter Unit (Milipore) at 5000 g at 4°C. The samples were stored in −20°C or measured immediately after adjusting the ions concentration range by 1:20 dilution with deionized water. The eluent gradient was increasing over each sample measurement up to 23 mM KOH. For the maximum eluent gradient the suppressor current was 20 mA.

### Chemical element analysis

The chemical element measurements were performed using between 181 and 264 mg of dry plant material digested with 85:15 (v/v) mixture of nitric acid (Primar, Aristar s.g 1.42, 70%) and PCA (Aristar/Primar, 70%) as described previously (Shinmachi et al., 2010), using Inductively Coupled Plasma-Atomic Emission Spectroscopy (ICP-OES, Applied Research Laboratories, Vallaire, Ecublens, Switzerland).

### Metabolome analysis by *metanomics*

Metabolite contents in this study have been determined by *Metanomics* Company (www.metanomics.de), which operates two highly complementary mass-spectrometry technologies, allowing the reliable monitoring of the wide range of chemical classes of metabolites.

### Statistical data evaluation

All statistical analysis was carried out using Excel (Microsoft Office 2003). Significance of differences between means of data sets was determined using the student's *t*-test (heteroscedastic and double-sided). Differences between data sets were regarded as significant when probability of error was below 5% (*P* < 0.05).

### Conflict of interest statement

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

# Supplementary material for: Transcriptome and metabolome analysis of plant sulfate starvation and resupply provides novel information on transcriptional regulation of metabolism associated with sulfur, nitrogen and phosphorus nutritional responses in Arabidopsis
**Source:** Front Plant Sci. 2015 Jan 28;5:805. doi: 10.3389/fpls.2014.00805
**Supplement:** Supplementary file 6

Supplemental Table SVI. Sterile full nutrition and low-sulfate medium composition

|  | Full nutrition (FN) | 150 μM sulfate | Low sulfate (-S) |
| --- | --- | --- | --- |
| Compound | Final [mM] | Final [mM] | Final [mM] |
| KNO_3_ | 2 | 2 | 0.1 |
| NH_4_NO_3_ | 1 | 1 | 0.05 |
| KH_2_PO_4_/K_2_HPO_4_ (pH 5.8) | 3 | 3 | 3 |
| CaCl_2_ | 4 | 4 | 4 |
| MgSO_4_ | 1 | 0.15 | 0 |
| K_2_SO_4_ | 2 | 0 | 0 |
| MgCl_2_ | 0 | 0.85 | 1 |
| KCl | 0 | 4 | 4 |
| MES (pH5.8) | 3 | 3 | 3 |
| Microelements | 1x * | 1x * | 1x * |
| Sucrose | 0.5% | 0.5% | 0.5% |
| Glutamine | 1 | 1 | 1 |

*Microelements: 40 µM Na_2_FeEDTA, 60 µM H_3_BO_3_, 14 µM MnSO_4_, 1 µM ZnSO_4_, 0.6 µM CuSO_4_, 0.4 µM NiCl_2_, 0.3 µM HMoO_4_, 20 nM CoCl_2_

# Supplementary material for: Transcriptome and metabolome analysis of plant sulfate starvation and resupply provides novel information on transcriptional regulation of metabolism associated with sulfur, nitrogen and phosphorus nutritional responses in Arabidopsis
**Source:** Front Plant Sci. 2015 Jan 28;5:805. doi: 10.3389/fpls.2014.00805
**Supplement:** Supplementary file 7

**Supplemental Table SVII. HPLC gradient for thiol analysis**

(A) Elution protocol for thiols; the composition of the current elution solutions is described in %B of A, at the time in min; flow and temperature are constant.

| time [min] | B [%] | flow [ml/min] | temp [°C] |
| --- | --- | --- | --- |
| 0 | 0 | 1 | 25 |
| 2.0 | 0 | 1 | 25 |
| 12.0 | 8 | 1 | 25 |
| 17.0 | 14 | 1 | 25 |
| 19.0 | 100 | 1 | 25 |
| 30.0 | 100 | 1 | 25 |
| 31.5 | 0 | 1 | 25 |
| 35.0 | 0 | 1 | 25 |

(B) Composition of elution solvents for thiols separation on HPLC.

| elution solvent | methanol [%; v/v] | acetic acid [%; v/v] | pH |
| --- | --- | --- | --- |
| A | 10 | 0.25 | 3.9 |
| B | 90 | 0.25 | 3.9 |

# Supplementary material for: Transcriptome and metabolome analysis of plant sulfate starvation and resupply provides novel information on transcriptional regulation of metabolism associated with sulfur, nitrogen and phosphorus nutritional responses in Arabidopsis
**Source:** Front Plant Sci. 2015 Jan 28;5:805. doi: 10.3389/fpls.2014.00805
**Supplement:** Supplementary file 8

**Supplemental Table SVIII. HPLC gradient for amino acid analysis**

(A) Elution protocol, describing the composition of the current elution solution in %B of A at the time in min.

| time [min] | B [%] | flow [ml/min] | temp [°C] |
| --- | --- | --- | --- |
| 0 | 0 | 0.8 | 30 |
| 2.00 | 0 | 0.8 | 30 |
| 16.00 | 13 | 0.8 | 30 |
| 23.25 | 15 | 0.8 | 30 |
| 32.30 | 50 | 0.8 | 30 |
| 43.30 | 60 | 0.8 | 30 |
| 49.30 | 100 | 0.8 | 30 |
| 51.30 | 100 | 0.8 | 30 |
| 58.30 | 0 | 0.8 | 30 |
| 60.00 | 0 | 0.8 | 30 |

(B) Composition of elution solvents for amino acid measurement elution solvent.

| elution solvent | tetra hydrofurane  [%; v/v] | methanol  [%; v/v] |  | acetonitrile  [%; v/v] | sodium phosphate buffer  [mM] | pH |
| --- | --- | --- | --- | --- | --- | --- |
| A | 0.2 | 0 |  | 0 | 8.5 | 6.8 |
| B | 0 | 32.5 |  | 20.5 | 18.5 | 6.8 |

# Supplementary material for: Transcriptome and metabolome analysis of plant sulfate starvation and resupply provides novel information on transcriptional regulation of metabolism associated with sulfur, nitrogen and phosphorus nutritional responses in Arabidopsis
**Source:** Front Plant Sci. 2015 Jan 28;5:805. doi: 10.3389/fpls.2014.00805
**Supplement:** Supplementary file 9

## Slide 1

Bielecka et al., Supplemental Figure 1
Nitrate
*
30
25
20
15
10
5
0
*
*
*
Exp 1
Exp 2
mmol/g F.W.
FN
-S
30' S
3h S
Supplemental Figure S1. Levels of nitrate in Arabidopsis seedlings grown in liquid cultures under different sulfate regimes.
Values ± SD characterize the average of three independent measurements. Asterisks indicate values that are significantly different (P < 0.05) in comparison to the respective FN controls. (FN, full nutrition; S, resupplied sulfate).

# Supplementary material for: Transcriptome and metabolome analysis of plant sulfate starvation and resupply provides novel information on transcriptional regulation of metabolism associated with sulfur, nitrogen and phosphorus nutritional responses in Arabidopsis
**Source:** Front Plant Sci. 2015 Jan 28;5:805. doi: 10.3389/fpls.2014.00805
**Supplement:** Supplementary file 10

## Slide 1

Bielecka et al., Supplemental Figure S2
Sulfur
### Chart
| Category | | | | |
|---|---|---|---|---|
Exp 1
Exp 2
mmol/g D.W.
n.a.
FN
-S
30' S
3h S
Supplemental Figure S2. Levels of sulfur in Arabidopsis seedlings grown in liquid cultures under different sulfate regimes.
Two independent measurements were conducted. FN controls. (FN, full nutrition; S, resupplied sulfate). n.a., not analyzed.

How the deposited data were processed for this re-analysis (not part of the article)

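The data are 8 Affymetrix ATH1 arrays of Arabidopsis seedlings in liquid culture, 1 array for each of 4 conditions (FN, -S, 30' S and 3 h S) in each of 2 experiments. Conditions were taken from the sample titles and descriptions, and none was inferred from the values. The deposited values are in the unit intensity: MAS version 5.0 signals that the authors' software scaled per array, on a linear scale and with 1 array per column. The scaling target and the software settings are not given in the sources used here. The detection calls are not in the deposited table, and the absent share of each array in Supplemental Table SII, 36.1, 33.0, 34.2 and 33.0% in experiment 1 and 25.9, 27.3, 25.0 and 26.5% in experiment 2 (FN, -S, 30' S, 3 h S), was used to set its floor, at signals of 20.3, 18.8, 19.0 and 17.2 and of 11.7, 13.5, 10.9 and 13.1. Array medians lay between 41.9 and 47.6, so that signals within a small factor of the floor are imprecise, and a fold against signals below the floor is given as a bound against the floor.

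Log2 ratios of -S over FN in Supplemental Table SIII were checked against the deposited signals. After the reading of the table's columns had been corrected (a first reading at fixed positions left mismatches), 190 of 190 ratios lay within 0.05, with 0.048 as the largest difference. Probe sets were named through the platform annotation (13513 of 22746 with 1 gene) and, where it gave none, through the paper's tables (807), of which 1996 lines of Supplemental Table SI were held. These lines are those with the largest -S over FN ratios of experiment 1 (2.67 or more), so a gene named only through them was chosen for a rise in that experiment. In 31 cases the names disagreed, 503 probe sets had several genes, and 8534 stayed unnamed. The named genes are (a) every gene named in the paper's text, in Figures 3 to 7 or in Supplemental Tables SIII and SV, whose values had been seen there, (b) for each limma comparison the 10 largest rises and the 10 largest falls among called probe sets with ratios of the same sign in both experiments, and (c) every member of a fixed gene list, named by gene only where the probe set has 1 gene.

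The tests, the simulation of shared arrays and that with changed probe sets were run with limma 3.58.1 in R 4.3.3. The fold rule, the class I simulation and the other tables were made with Python 3.11.15, pandas 2.3.3, numpy 2.4.6 and scipy 1.17.1. The figures were made with matplotlib 3.10.9. The linear model (lmFit, eBayes without trend) took log2(signal + 16) with a term for each condition and the experiment as a block, which left 3 residual degrees of freedom and added 4.0 prior degrees of freedom. It covered 17138 probe sets at or above the floor on at least 2 arrays and left out 5608. The 5 comparisons were -S over FN, 30' S over -S, 3 h S over -S, 3 h S over FN and 3 h S over 30' S, each adjusted by the Benjamini-Hochberg method with a limit of 0.05. The block follows the study, which forms each ratio within an experiment and calls the experiments independent. As a check of the pairing, the difference between experiments 1 and 2 correlated across probe sets with r = 0.31 between FN and -S, 0.08 between FN and 30' S, 0.22 between FN and 3 h S, 0.63 between -S and 30' S, 0.71 between -S and 3 h S and 0.60 between 30' S and 3 h S. On simulated data with 200 changed probe sets the -S over FN comparison found 160 at 2-fold with 19 false among 179 calls, and 200 at 5-fold with 11 false among 211. Both false shares are above the limit of 0.05. The simulated noise was equal on all arrays and independent between probe sets. The FN arrays followed the other arrays of their experiment less closely, so these counts show that the fit runs, not how well it performs on these data.

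Gene lists fixed in advance were tested with camera at a preset correlation of 0.01, and again with an estimated one, where at least 3 members were named by the annotation or by Supplemental Table SV. For the other lists only the counts of called members are given, and 1 of the lists tested is not reported here. Lists with no call or median elsewhere in the text gave these median log2 values in -S over FN: root markers -0.09 (0 of 2 called), clock genes 0.52 (0 of 1), senescence markers 0.50 (0 of 3, with 1 past the limit when adjusted over the list alone) and housekeeping controls 0.05 (0 of 3, list adjusted p = 0.906). The methionine and S-adenosylmethionine list had 1 gene higher and 1 lower of 4 (list adjusted p = 0.736). The study's fold rule used the ratios within each experiment with no offset, with the higher condition at or above the floor in both, and the arrows of its class I were read from the same ratios. Resupply arrays with no effect of sulfate were simulated 100 times from the -S state and the spread between experiments, for the count of class I and for the overlap of comparisons that share arrays. The methods' test, a heteroscedastic and two-sided Student's test that the paper states for all its data, was run on the log2 values as an alternative, with and without adjustment. The other alternatives were offsets of 0 and 64, no filter and a stricter one, quantile normalization, median centring, eBayes with trend, no block, a fit on the compared conditions alone, the fit without cross-hybridising probe sets, other floors, and each array left out in turn, where the lone array of a condition is assumed to vary like the other conditions. The metabolite data and the nitrate and phosphate starvation arrays of other studies were not analysed here, and *GSH1*, *GSH2*, *VTE1*, *VTE2*, the spermine synthase, the agmatinase and the agmatine iminohydrolase genes are not reported because no probe set could be named for them.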

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

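The tests of the spread between arrays, of the size of the class I response, of the shared -S arrays, of the probe sets down in experiment 1 alone, of the handling genes, of the nitrate-induced genes and of the correlation among glutaredoxins were chosen only after the result was seen.

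The time points 30 min and 3 h after resupply differed from each other, which the study reads from ratios. Limma called 66 probe sets higher and 28 lower in 3 h S than in 30' S (20 and 11 with no replicate block), against 0 higher and 1 lower in 30' S over -S. These become 16 and 10 without either -S array, 2 and 3 without either 3 h S array, 0 and 0 or 3 and 2 without the 30' S array of experiment 1 or 2, and 776 and 523 without either FN array. The indole glucosinolate genes had a median log2 value of 1.29 between the time points (4 of 6 higher, 5 adjusted over the list alone; adjusted p = 1.25e-09, and adjusted p = 0.0406 with an estimated correlation).

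Probe sets raised by starvation fell again after resupply. The -S arrays stand in both comparisons, and this sharing does not account for the fall: 25 probe sets were higher in -S over FN and lower in 3 h S over 30' S, which share no array, with 1 as the highest simulated number. The order of the arrays by chance gave at most 8 simulated probe sets of class I against 30 observed for the raised list. For the lowered list the count (5 observed, at most 6 simulated) and the share (25.0% observed, at most 20.0% simulated) point different ways. The simulated noise was independent between probe sets, so a deviation that many genes share on 1 array is not covered, and chance is not excluded. Handling or the hour of harvest stays open: 0 named touch and handling genes were called at 30 min or 3 h, but no starved seedlings without added sulfate at these times are among the 8 arrays, so harvest time and sulfate cannot be told apart. A return with sulfate is a hypothesis that could account for the fall, since it was found and tested on the same data.

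More probe sets passed 2-fold in experiment 1 than in experiment 2. Noisier arrays in experiment 1 are consistent with the SD of 30' S over -S, 1.78 times that of experiment 2 against 1.77 times for -S over FN, but the quotients of 1.18 for 3 h S over -S and 1.34 for 3 h S over 30' S go against noise of that size on every array. A stronger response to the -S medium is also consistent with the data: class I probe sets rose by a median of 0.72 log2 units more in experiment 1 (26 of 30; 0.48 with signals below the floor raised to it). An FN array of experiment 1 that stands apart alone cannot be told apart from the rest: over the probe sets up in experiment 1 alone, the 30' S arrays, which took no part in the choice, differed by a median of 0.20, between the bounds set for that test, while the FN arrays differed by -0.57, and over those down in experiment 1 alone the 30' S arrays differed by -0.38 and the 3 h S arrays by -0.42, against 0.56 for FN, which goes further against it but in size stays between the same bounds. So none of the 3 explanations was ruled out. The paper itself points to lower sulfate and glutathione in -S of experiment 1, and reports that nitrate content fell there too. Those measurements were not analysed here.

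The nitrate-regulated glutaredoxins *GRXS3*, *GRXS4*, *GRXS5* and *GRXS8*, which the paper does not discuss as a group (*GRXS5* is in its list below 0.2-fold), had a median log2 value of -1.53 in -S over FN (0 of 4 called, 4 adjusted over the list alone; adjusted p = 0.000672, and adjusted p = 0.306 with an estimated correlation; -2.00 and -0.80 in experiments 1 and 2). They were at least 2.21-, 2.97-, 2.44- and 2.16-fold lower, with both -S signals of each below the floor, and each is called without the FN array of experiment 2. Shared targets of probe sets among these similar copies stay open, since their lowest pairwise correlation over the 8 arrays, 0.92, would also come from genes regulated together. A lower nitrate supply in the -S medium stays open, since the annotated nitrate-induced genes had a median of -0.26 (2 genes), between the bounds set for that test, and nitrate supply and sulfate supply cannot be told apart for the glutaredoxins, since Supplemental Table SVI lists 0.1 mM KNO3 and 0.05 mM NH4NO3 for the -S medium against 2 and 1 mM in FN, which, unless it is a misprint, every comparison with FN carries. The paper also reports a fall of nitrate content in -S of experiment 1, a measurement not analysed here. No other biological explanation was tested.

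Hypoxia genes, which the paper does not discuss as a group, had a median of -0.59 in the list test (2 of 4 lower, *WIP5* and *HRA1*, neither called without any one -S, 30' S or 3 h S array or without the block; adjusted p = 0.00768, and adjusted p = 0.228 with an estimated correlation). Over all 6 members tested, the median was -0.01, with *HRE2* at 0.47 and *PDC1* at 0.40 (neither called), both named through the lines held of Supplemental Table SI, which have large ratios in experiment 1. Photosynthesis genes, also not discussed as a group, had -0.60 (0 of 3 called, 0 adjusted over the list alone; adjusted p = 0.0243, and adjusted p = 0.366 with an estimated correlation; -1.18 and -0.05 in experiments 1 and 2, so the value comes almost wholly from experiment 1), for example *LHCB4.2*, a chlorophyll-binding protein, with -0.92 and ratios of 0.28 and 0.966.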

How the results depend on the processing

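The alternatives were set before the data were examined, and of the named genes and lists 1 passed the limit in the opposite direction under any of them: *NRT2.1* had 0.42 in -S over FN (adjusted p = 0.8), -1.41 without the FN array of experiment 1 and 2.26 without that of experiment 2, both past the limit. The polyamine list changed sign without passing the limit, from a median of 0.13 to -0.07 without the FN array of experiment 1. Of 946 results for single genes and lists in 18693 comparisons with an alternative, 16683 kept their side of the limit, 1564 fell short of it and 445 newly passed it. The methods' test with the Benjamini-Hochberg method ended 234 calls, no filter 120, offset 0 118, and left-out arrays 136 and 114 for -S, 110 and 105 for 30' S and 146 and 151 for 3 h S (experiments 1 and 2), while leaving out an FN array added 84 and 212. Most of the 946 results were not called in the fit as reported, so keeping their side mostly means staying uncalled. Of the named genes called, the methods' test with the Benjamini-Hochberg method kept 0 in every comparison. With 2 arrays per condition and no block it called 0 of all probe sets tested. Its loss of a call therefore cannot tell calls that hold from calls that do not. Few calls in the comparisons with 3 h S held whichever array was left out. The share of higher probe sets in -S over FN was 61.7%, 58.8% after quantile normalization and 60.8% after median centring. Arrays near their floor limit what can be called, and with 2 experiments the spread rests on 3 residual degrees of freedom. The cause was not tested for the values below, except where fewer probe sets or arrays enter.

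Counts are given as higher and lower in -S over FN, 30' S over -S, 3 h S over -S, 3 h S over FN and 3 h S over 30' S, in that order, against 150 and 93, 0 and 1, 126 and 56, 71 and 25, and 66 and 28 as reported. Offset 0 gave 90 and 39, 0 and 0, 30 and 16, 4 and 2, and 14 and 6. Offset 64 gave 2 lower in 30' S over -S, 228 higher in 3 h S over -S, 23 and 11 in 3 h S over FN and 118 higher in 3 h S over 30' S. No filter (22746 tested) gave 68 and 43, 0 and 0, 53 and 27, 0 and 2, and 28 and 10. No replicate block gave 84 and 35, 0 and 0, 44 and 33, 18 and 4, and 20 and 11. A fit on the compared conditions alone gave 26 and 10, 0 and 10, 733 and 334, 42 and 8, and 724 and 510. The methods' test gave 0 throughout with the Benjamini-Hochberg method and 311 and 220, 110 and 142, 401 and 305, 265 and 114, and 410 and 309 unadjusted. In each comparison the unadjusted counts are below the share of 0.05 of all probe sets tested that no change would nominally give. Quantile normalization gave 3 lower and median centring 3 lower in 30' S over -S. Leaving out each array in turn gave 34 to 2734 and 13 to 2126, 0 to 0 and 0 to 8, 3 to 800 and 3 to 395, 0 to 2652 and 0 to 1987, and 0 to 776 and 0 to 523. With an estimated correlation the lists in -S over FN no longer passed for indole glucosinolates (median -1.30, adjusted p = 0.0505) and anthocyanins (1.22, adjusted p = 0.306). With no floor the fold rule gave 607 above 2-fold, 108 above 5-fold, 249 below 0.5-fold, 33 below 0.2-fold, 10 class I probe sets in the lowered list, 3195 and 2076 in experiment 1 and 1512 and 874 in experiment 2. The floor at the array median gave 214 and 225 in experiment 2, and signals raised to the floor gave 12 below 0.2-fold. Without experiment 1 or 2 the fold rule gave 343 to 1502 above 2-fold, 60 to 298 above 5-fold, 376 to 1252 below 0.5-fold, 77 to 212 below 0.2-fold, and 37 to 118 and 34 to 59 class I probe sets in the raised and lowered lists.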

Differences from the paper's values

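Below 0.5-fold in both experiments, 136 probe sets passed here, where the paper's text gives 73. Of the alternatives set before the data were examined, the floor at the array median gave 107, signals raised to the floor 116, quantile normalization 157 and no floor 249, all above the paper's count. Past 2-fold in experiment 2 alone, 118 probe sets were up and 240 down here, against about 59 and about 43 in Figure 2, read by eye, for which no alternative was run. The fold limits are those the paper states, with the floor in place of its present and marginal calls.

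Above 5-fold 54 probe sets passed and the paper's text gives 55, of which 51 are shared, and with the calls of Supplemental Table SI, which were held for part of the probe sets, 55 passed here too. The paper's list alone holds *MYB52*, *ABCG16*, *SCPL5* and *At1g51830*, and the list here alone holds *TPPI*, *IDH-III* and *ABCG23*. Below 0.2-fold 18 are shared, with *At2g32160* in the paper's list alone and *At5g55450* and *GAT1_2.1* here alone. The paper names *MYB52* and *PAP1* as the transcription factors past 5-fold, and here the MADS-box gene *At4g33960* passed as well (9.4 and 7.77), as it does among class I of Supplemental Table SIII.

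The paper lists 16 transcription factors as raised, and limma called 3 of them, with *MYB52* and *MYB54* also called without the offset. The others not called pass without the FN array of experiment 2. That fit leaves 1 FN array and calls many more of all probe sets tested, so this adds little support. It places *HAT14* among those repressed after resupply, where its 3 h S over -S value was -0.58 (adjusted p = 0.19; called in a fit on -S and 3 h S alone), while the signals fell in both experiments. It describes the lowered factors as staying repressed, and *MYB29* as recovering in its conclusions, where the value was 0.87 (adjusted p = 0.08), called in a fit on -S and 3 h S alone and without either FN array. Those fits call many more of all probe sets tested, so the calls of *HAT14* and *MYB29* there add little support. Of the other lowered factors, *ARF12* had 3 h S over -S ratios of 3.57 and 2.73 in experiments 1 and 2, and *ARR16* 0.895 and 1.33. *HRA1* and *BBX16* were below the floor in -S. Limma called 0 of the 4 lowered factors tested higher at 3 h. The paper describes *MYB34* as following the indole glucosinolate genes, where -S over FN was -0.65 (adjusted p = 0.15; called without the FN array of experiment 2).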

Other observations

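The tests in this part were set before they were run, but the values of genes in the paper's tables had been seen there. Of 15 suberin genes, 8 of which rose in -S, 0 were called in 3 h S over -S (median -0.20, limma; also 0 adjusted over the list alone), and 6 were called above FN at 3 h (median 1.67), none of them without any one 30' S or 3 h S array. *KCS2*, which elongates fatty acids for suberin, rose by 2.50 ± 0.29 in -S (limma, adjusted p = 0.0095, n = 2 per condition), *CYP86B1*, a fatty acid hydroxylase, by 2.47 (adjusted p = 0.0059; FN of experiment 1 below the floor; not called without the -S array of experiment 1) and *GPAT5*, an acyltransferase, by 1.57 (adjusted p = 0.032). Of 5 jasmonate genes tested 2 rose in -S (5 adjusted over the list alone, median 1.63): *AOC1*, an allene oxide cyclase, by 1.57 ± 0.18 (adjusted p = 0.0096) and *LOX2*, a lipoxygenase, by 1.66 ± 0.25 (adjusted p = 0.029), and *AOC1* fell by 1.65 at 3 h (adjusted p = 0.011). Of these calls, those of *GPAT5* and *LOX2* are lost without any one -S, 30' S or 3 h S array, that of *GPAT5* also without the block, that of *KCS2* without the -S array of experiment 1, and those of *AOC1* without either -S array or, at 3 h, either 3 h S array. *PDF1.2*, a defensin of the jasmonate list that was not tested, had signals of 7.8 and 96.9 in FN and 0.7 and 6.1 in -S, all below the floor except FN of experiment 2. The tested members of both lists are named through Supplemental Table SIII or the lines held of Supplemental Table SI, those with the largest ratios of experiment 1, so the counts are not independent evidence.

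*FER1*, a ferritin that stores iron, rose by 1.48 ± 0.19 in -S (adjusted p = 0.015) and stood 2.28 above FN at 3 h (adjusted p = 0.013), and of 3 iron deficiency genes tested 1, *IMA1*, was lower (median -0.58). The call of *FER1* in -S is lost without the -S array of experiment 1 or any one 30' S or 3 h S array, and that at 3 h without any of the last. *MGL*, a methionine lyase, rose by 1.87 ± 0.27 (adjusted p = 0.024) and fell by 1.82 at 3 h (adjusted p = 0.036), with the first call lost without the -S array of experiment 1 or any one 30' S or 3 h S array, and the second without any one -S, 30' S or 3 h S array or without the block. Of 3 type-A response regulators tested 1 was lower (*ARR16*; 2 adjusted over the list alone, median -0.72). Limma called 0 of 4 phosphate starvation markers (median 0.64; all named through the same lines of Supplemental Table SI), of which *RNS1* had ratios of 4.15 and 0.885 in experiments 1 and 2, and 0 of 4 nitrate-induced genes tested (0 also when adjusted over the list alone), of which the nitrate transporter *NRT2.1* had 5.79 and 0.343 (*RNS1* is called higher without the FN array of experiment 2, and *NRT2.1* lower or higher without that of experiment 1 or 2). The flavonoid list, which shares members with the anthocyanin list, had a median of 1.22 (0 of 5 called, 3 adjusted over the list alone; adjusted p = 0.00768, and adjusted p = 0.366 with an estimated correlation). *At4g01870*, named among the largest rises, with FN of experiment 1 below the floor, stood at 2.95 in -S (adjusted p = 0.015) and 4.04 in 3 h S over FN (adjusted p = 0.013), neither called without any one 30' S or 3 h S array, and the first not without the -S array of experiment 1. In 3 h S over FN limma called 71 probe sets higher and 25 lower (18 and 4 with no replicate block; 27 and 7 without either -S array, 0 and 2 without either 30' S array, 0 and 0 without either 3 h S array, and 154 and 123 or 2652 and 1987 without the FN array of experiment 1 or 2).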
